# Meiotic DNA breaks activate a streamlined phospho-signaling response that largely avoids protein-level changes

**DOI:** 10.26508/lsa.202201454

**Published:** 2022-09-01

**Authors:** Funda M Kar, Christine Vogel, Andreas Hochwagen

## Abstract

Meiotic cells introduce a numerous programmed DNA breaks into their genome to stimulate meiotic recombination and ensure controlled chromosome inheritance and fertility. A checkpoint network involving key kinases and phosphatases coordinates the repair of these DNA breaks, but the precise phosphorylation targets remain poorly understood. It is also unknown whether meiotic DNA breaks change gene expression akin to the canonical DNA-damage response. To address these questions, we analyzed the meiotic DNA break response in *Saccharomyces cerevisiae* using multiple systems-level approaches. We identified 332 DNA break–dependent phosphorylation sites, vastly expanding the number of known events during meiotic prophase. Less than half of these events occurred in recognition motifs for the known meiotic checkpoint kinases Mec1 (ATR), Tel1 (ATM), and Mek1 (CHK2), suggesting that additional kinases contribute to the meiotic DNA-break response. We detected a clear transcriptional program but detected only very few changes in protein levels. We attribute this dichotomy to a decrease in transcript levels after meiotic entry that dampens the effects of break-induced transcription sufficiently to cause only minimal changes in the meiotic proteome.

## Abstract (precis)

The meiotic DNA break response is shown to involve a large number of phosphorylation changes and a clearly detectable transcriptional response. By contrast, the meiotic proteome remains remarkably unchanged in response to breaks.

## Introduction

Homologous recombination during meiosis is initiated by programmed DNA breaks created by the conserved topoisomerase-like protein Spo11 (Bergerat et al, 1997; Keeney et al, 1997). By stimulating crossover formation, these DNA breaks promote genetic diversity in the offspring and, in many organisms, are essential for faithful segregation of chromosomes (Lam & Keeney, 2015). Accordingly, failure to produce DNA breaks leads to infertility in yeast and mammals (Klapholz et al, 1985; Baudat et al, 2000; Romanienko & Camerini-Otero, 2000). However, the large number of DNA breaks also represents an inherent hazard for genome instability. To protect the genome, a complex signaling network coordinates meiotic processes in response to DNA break formation and prevents inappropriate meiotic progression when break repair is delayed or defective (MacQueen & Hochwagen, 2011; Subramanian & Hochwagen, 2014).

We are only beginning to understand the signaling pathways that connect meiotic DNA break formation to DNA repair and other meiotic processes. Available data indicate a prominent role for the canonical DNA-damage sensor kinases ATR and ATM, although the extent to which the two kinases are linked to the control of meiotic processes may vary between organisms (Kar & Hochwagen, 2021). In the budding yeast, *Saccharomyces cerevisiae*, the homologues of ATR and ATM, Mec1, and Tel1, respectively, and the downstream CHK2-like effector kinase Mek1 regulate a large number of meiotic processes, including DNA break formation and repair, chromosome pairing, and meiotic cell-cycle progression (Kar & Hochwagen, 2021). Targeted studies in yeast have identified relevant DNA break–dependent phosphorylation events for several of these processes, including control of break levels (Carballo et al, 2013), suppression of sister-chromatid recombination (Carballo et al, 2008; Niu et al, 2009; Callender et al, 2016), crossover formation (Chen et al, 2015; He et al, 2020; Woo et al, 2020), centromere uncoupling (Falk et al, 2010), and control of meiotic cell-cycle progression (Penedos et al, 2015; Chen et al, 2018). Targeted mutagenesis based on known kinase motifs mapped additional, functionally important break-dependent phosphorylation sites (Bartrand et al, 2006; Cartagena-Lirola et al, 2006; Serrentino et al, 2013), and a number of DNA break–dependent, site-specific phosphorylation events of unknown functional significance have been identified (Shroff et al, 2004; Suhandynata et al, 2016; Kniewel et al, 2017). However, available data (MacQueen & Roeder, 2009; Garcia et al, 2015; Mohibullah & Keeney, 2017) indicates that our understanding of the signaling response to meiotic DNA break formation is far from complete.

One little-explored aspect of the meiotic DNA break response is the relationship between the signaling pathways discussed above and changes in gene expression. The canonical DNA-damage response in vegetative yeast cells involves a well-defined transcriptional response that is signaled through Mec1/Tel1-dependent activation of the effector kinases Rad53 and Dun1 (Jaehnig et al, 2013). These kinases activate a core set of DNA-damage response genes, including genes coding for DNA-repair factors and regulators of nucleotide abundance. Rad53 activity is attenuated, but not absent, during meiotic DNA break formation (Cartagena-Lirola et al, 2008; Falk et al, 2010), posing the question whether transcriptome and proteome remodeling has a role in the meiotic DNA break response.

To address these questions, we analyzed the cellular response to meiotic DNA breaks with respect to system-wide phospho-proteomic, proteomic, and transcriptomic changes. We identified hundreds of novel DNA break–dependent phosphorylation sites, highlighting the breadth of the signaling pathways in response to meiotic DNA breaks. Surprisingly, we observed a substantial transcriptional response but only minimal changes in the proteome.

## Results

### Experimental setup to measure multiple aspects of the meiotic DNA break response

To capture the meiotic DNA break response from multiple angles, we performed transcriptomic, proteomic, and phospho-proteomic analyses in *S. cerevisiae* (Fig 1A). We compared DNA break–proficient cells carrying a functional *SPO11* gene with catalytic *spo11-YF* mutants, which cannot form DNA breaks (Bergerat et al, 1997). To ensure the most robust and stringent analysis possible, we implemented several additional experimental features. First, to avoid differences in meiotic state between DNA break competent *SPO11* cells, which delay in prophase compared with *spo11* mutants (Keeney, 2001), we removed the mid-meiosis transcription factor Ndt80 genetically from both strains. *NDT80* deletion synchronizes both cultures before the exit from meiotic prophase (Xu et al, 1995), and thus eliminates cell-cycle differences, which create a well-known false-positive signal when studying the cellular response to DNA damage (Gasch et al, 2001; Suhandynata et al, 2016). Second, to increase recovery of DNA break–dependent phosphorylation events, we used a *pph3Δ* mutation to inactivate protein phosphatase 4 (PP4), one of the major phosphatases responsible for erasing Mec1/Tel1-dependent phosphorylation marks (Keogh et al, 2006; Falk et al, 2010; Hustedt et al, 2015). Finally, to ensure reproducibility, proteomics and phospho-proteomics samples were collected from three independent biological replicates and analyzed by two complementary mass spectrometry techniques to maximize recovery of phosphosites. We used flow cytometric analysis of DNA replication as a proxy for meiotic synchronization to show that meiotic cultures completed S phase with similar kinetics within each set of biological replicates (Fig S1).

**Figure 1.**
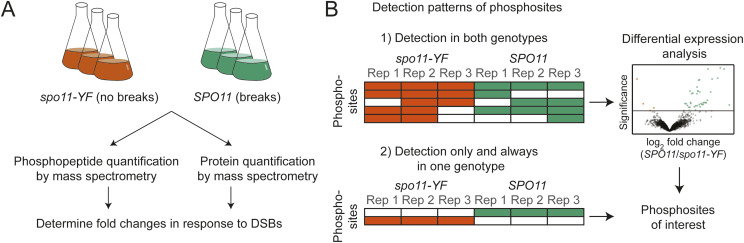
Workflow and analysis setup. **(A)** We extracted proteins from synchronous meiotic cultures and quantified the phosphopeptides and proteins obtained from *SPO11* and *spo11-YF* cells. Proteomics and phosphoproteomics experiments both had three biological replicates. **(B)** Quantitative and qualitative strategies were used to classify phosphorylation sites of interest. Filled rows represent non-zero intensity values for the phosphosites. When there were enough non-zero intensity values, differential expression analysis was used to classify DNA break–dependent sites or phosphorylation sites that were lost in response to DNA breaks (quantitative approach). In addition, we used a qualitative approach by analyzing detection patterns for phosphosites. When a phosphosite was present in all replicates of *SPO11* and absent in all *spo11-YF* samples, it was designated as a DNA break–dependent site. If a site was present in all replicates of *spo11-YF* and absent in all *SPO11* samples, it was categorized as lost in response to DNA breaks. DSB, double strand breaks; Rep, replicate.

**Figure S1.**
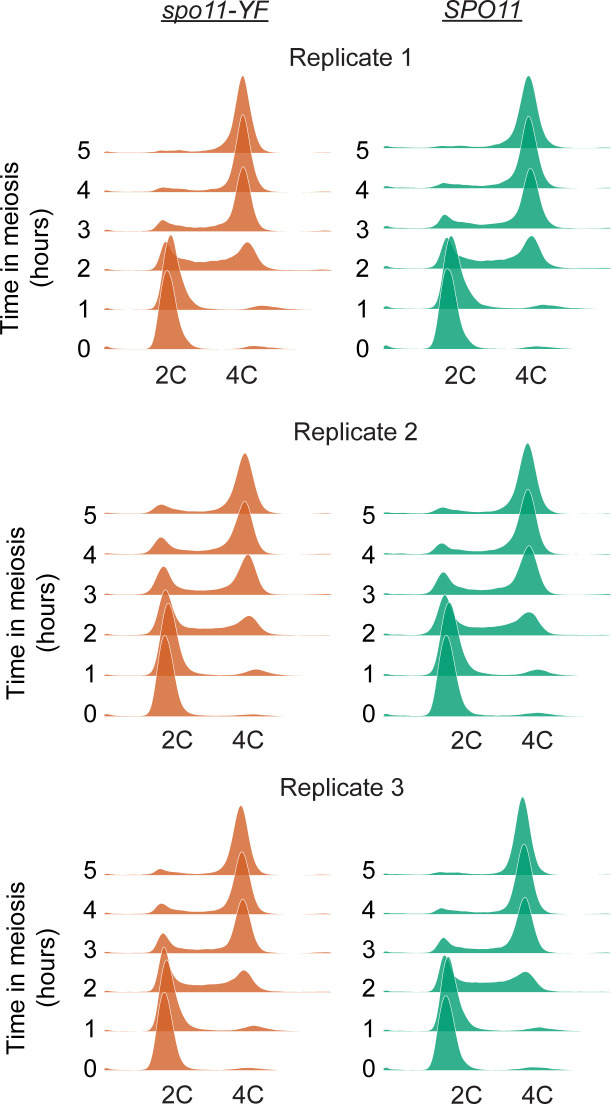
Synchrony of premeiotic DNA replication of biological replicates. We used DNA replication timing measured by DNA content analysis as a proxy for meiotic synchrony and meiotic progression. Flow cytometry results using SYTOX Green are shown for all three replicates.

We quantified tryptic peptides before and after phospho-peptide enrichment to map DNA break–dependent changes in protein abundance and protein phosphorylation, respectively (Fig 1A). We used both data-dependent acquisition (DDA) and data-independent acquisition (DIA) to identify and quantify phosphorylation sites. DDA is the traditional method but is semi-stochastic as it only identifies the most abundant peptides. This filter biases the data towards high-abundance peptides and introduces variation in identified peptides between runs (Domon & Aebersold, 2010; Michalski et al, 2011). DIA overcomes this problem by co-fragmenting all of the peptides in pre-defined mass/charge windows. The resulting fragmentation spectra are highly complex and require more advanced algorithms and spectral libraries to resolve peptide sequences (Schubert et al, 2015), but DIA can achieve greater reproducibility and quantitative sensitivity than DDA (Selevsek et al, 2015; Bruderer et al, 2017), in particular for phosphoproteomics (Bekker-Jensen et al, 2020; Kitata et al, 2021). We designed a workflow that includes both methods to take advantage of their unique strengths.

### Meiotic DNA break response involves hundreds of phosphorylation events

We found good reproducibility across all three biological replicates for both the DDA and DIA proteomic analysis, and both methods efficiently recovered DNA break–dependent phosphorylation sites. We observed some loss of phosphorylation events in replicate 1, either during sample preparation or because of biological variability, as indicated by the narrow distribution phosphopeptide intensity differences between *SPO11* and *spo11-YF* cells in both the DDA and DIA analysis (Fig S2A and C). Inspection of DNA content profiles showed that cultures from replicate 1 replicated their DNA slightly faster (Fig S1), which may have resulted in longer prophase residence time, and led to loss of phosphorylation on some sites. This loss resulted in lower correlation of this replicate with the other replicates when examining all identified sites (Fig S2B and D). However, the correlation with the other replicates was strong when considering only phosphosites that were likely true-positive identifications, that is, with an increased intensity in *SPO11* samples, suggesting this replicate produced meaningful data (Fig S3). In addition to this, replicate 1 successfully reported previously characterized DNA break–dependent phosphorylation events such as Zip1 S75 and Hed1 T40 (Falk et al, 2010; Callender et al, 2016), further confirming its validity. Therefore, we chose to retain the data from all three replicates. To ensure high-quality data, we removed phosphosite identifications with more than three values missing from the six measurements of DNA break dependence.

**Figure S2.**
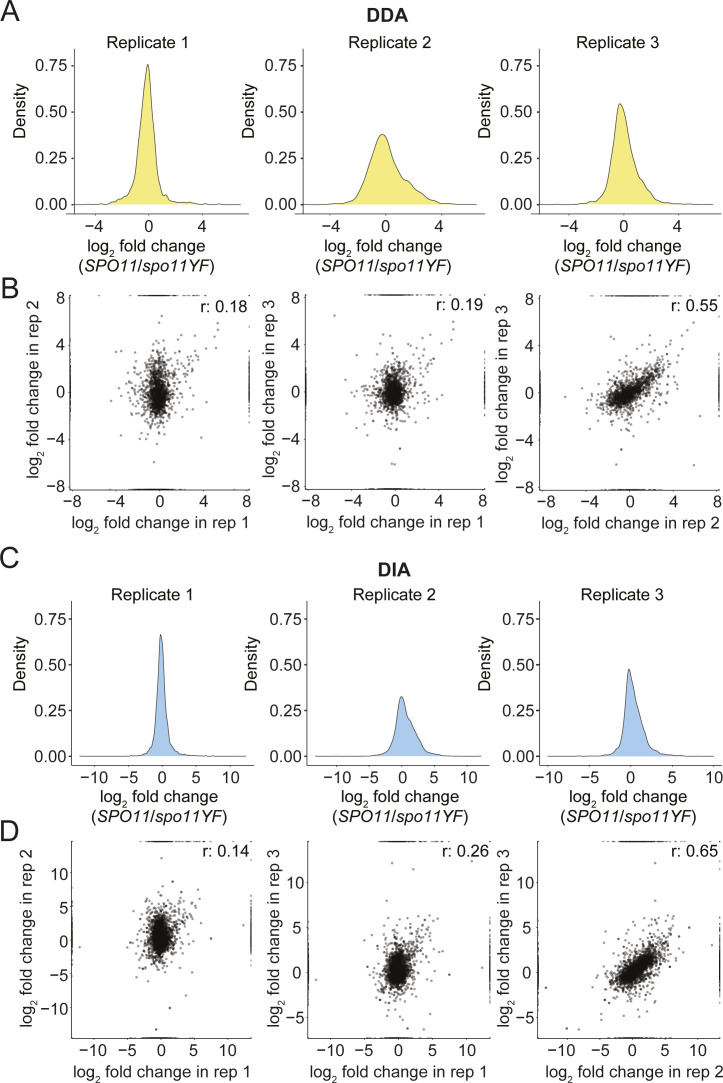
Assessment of data-dependent acquisition (DDA) and aata-independent acquisition (DIA) phosphoproteomics data. **(A)** Density plots for each replicate of the DDA phosphoproteomics dataset. log_2_(*SPO11/spo11-YF*) values are on the x-axis and density of the values are on the y-axis. **(B)** Correlation of log_2_(*SPO11/spo11-YF*) values between each replicate is shown for DDA data, each dot represents a phosphosite. **(C)** Density plots for each replicate of the DIA phosphoproteomics dataset. log_2_(*SPO11/spo11-YF*) values are on the x-axis and density of the values are on the y-axis. **(D)** Correlation of log_2_(*SPO11/spo11-YF*) values between each replicate is shown for DIA data, each dot represents a phosphopeptide.

**Figure S3.**
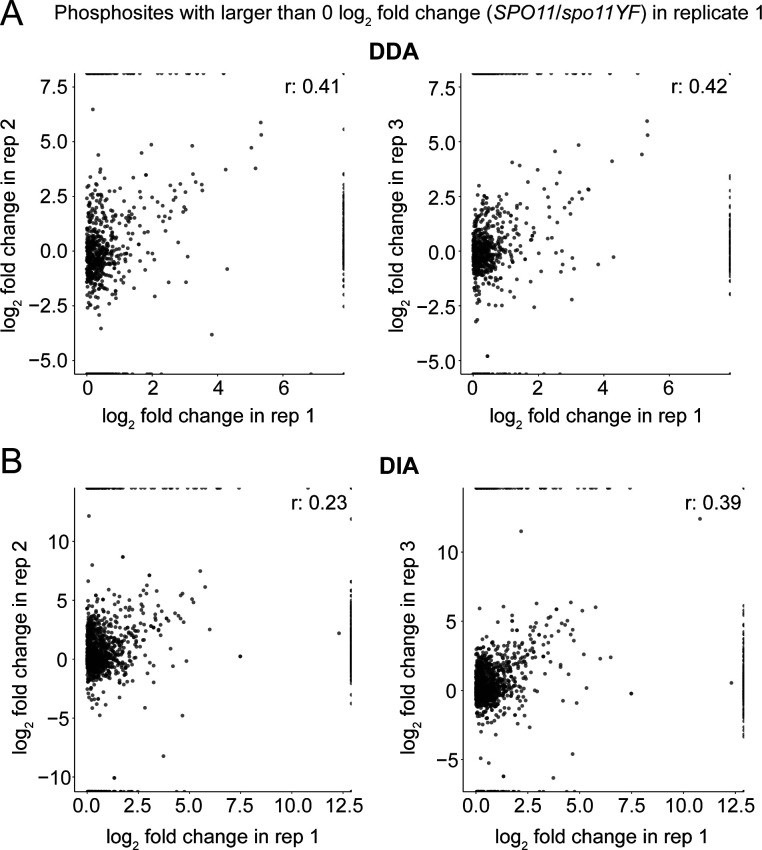
Further inspection of phosphoproteomics data from Replicate 1. **(A)** Correlation of log_2_(*SPO11/spo11-YF*) values only for phosphosites with a log_2_(*SPO11/spo11-YF*) value higher than 0 in replicate 1 is shown. These graphs are made using data-dependent acquisition data. Each dot represents a phosphosite. **(A, B)** Same as (A), but for data-independent acquisition data.

We used two different approaches to establish the phosphosites affected by DNA break formation (Fig 1B). First, we extracted phosphosites detected in both *SPO11* and *spo11-YF* samples in at least three of the six samples and determined relative enrichment in *SPO11* versus *spo11-YF*. This analysis classified 40 and 157 phosphorylation sites as significantly enriched in the presence of meiotic DNA breaks (adjusted *P*-value cutoff 0.1) in the DDA and DIA data, respectively (Fig 2A and B). Although these phosphorylation events were induced by DNA breaks, their presence in *spo11-YF* samples suggested that they can occur independently of meiotic DNA breaks as well.

**Figure 2.**
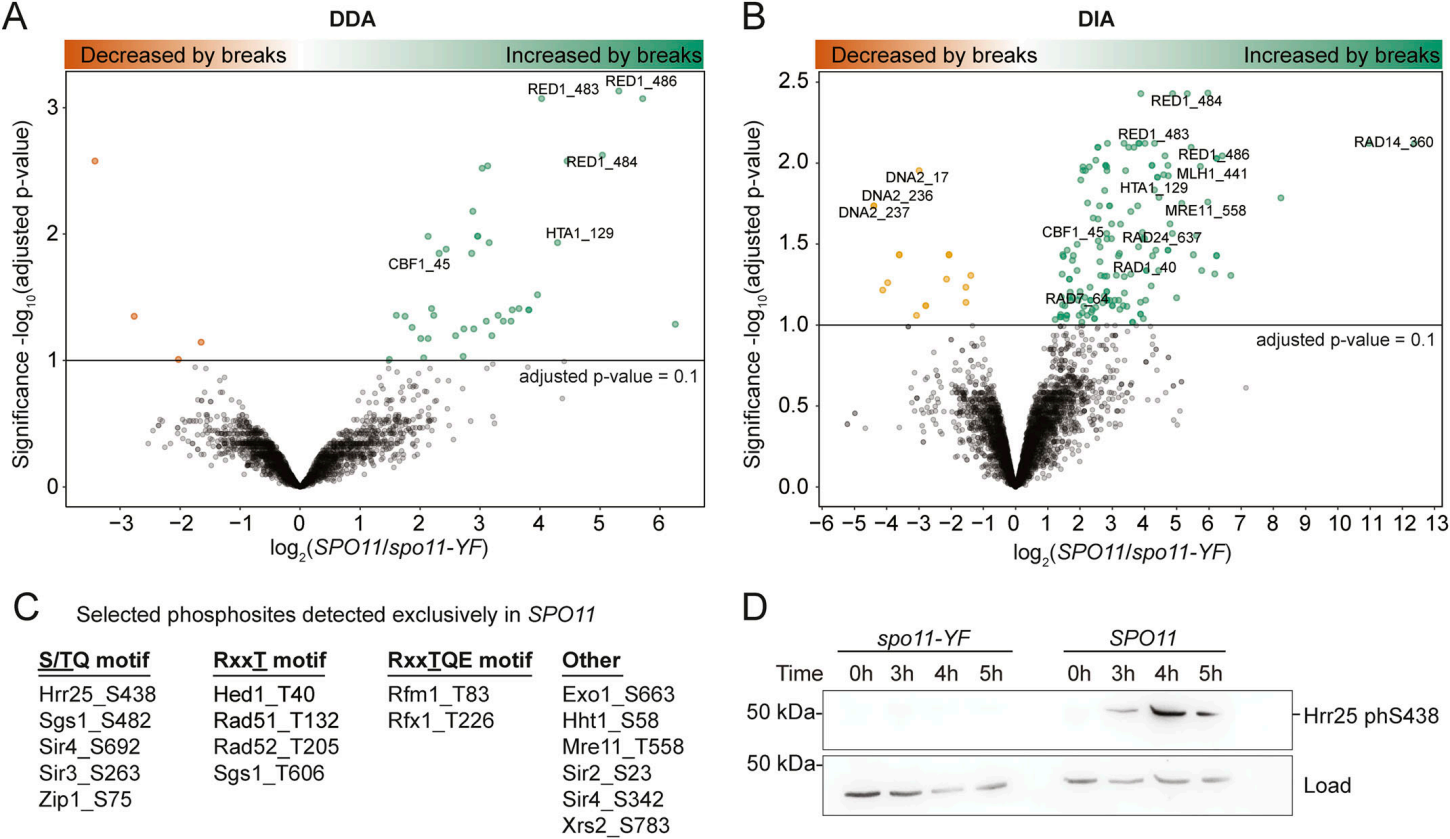
Changes in protein phosphorylation in response to meiotic DNA breaks. **(A)** A volcano plot showing results of differential expression analysis for data-dependent acquisition data, each dot representing a phosphosite. −log_10_ (Benjamini–Hochberg adjusted *P*-value) is shown on the y-axis and log_2_ fold change is shown on the x-axis. Labels indicate the phosphorylation sites on peptides. **(B)** A volcano plot showing results of differential expression analysis for data-independent acquisition data, each dot representing a phosphopeptide. **(C)** A table listing selected DNA break–dependent phosphorylation sites discovered by the presence/absence analysis (see Table S1 for the complete list). **(D)** A Western blot showing DNA break dependence of Hrr25 S438 phosphorylation. β-actin was used as a loading control. DDA, data dependent acquisition; DIA, data independent acquisition.

Second, we conducted a presence/absence analysis to also include phosphosites that were never detected in *spo11-YF* samples, that is, phosphosites that are likely fully dependent on meiotic DNA break formation (Fig 1B). This analysis revealed another 118 and 84 sites as phosphorylated only and always in presence of meiotic DNA breaks in the DDA and DIA data, respectively. In total, DDA and DIA analysis resulted in 158 and 241 DNA break–dependent phosphosites, respectively, with 67 sites captured by both methods.

We examined the method-specific site identifications and found that most were explained by missing data or scores below the significance cutoff (Fig S4). Based on the results of these analyses, we opted to merge all DNA break–dependent phosphosites from the DDA and DIA datasets, obtaining a total of 332 DNA break–dependent phosphosites (Table S1). In addition, we detected 4,953 phosphorylation events that were not DNA break dependent.

**Figure S4.**
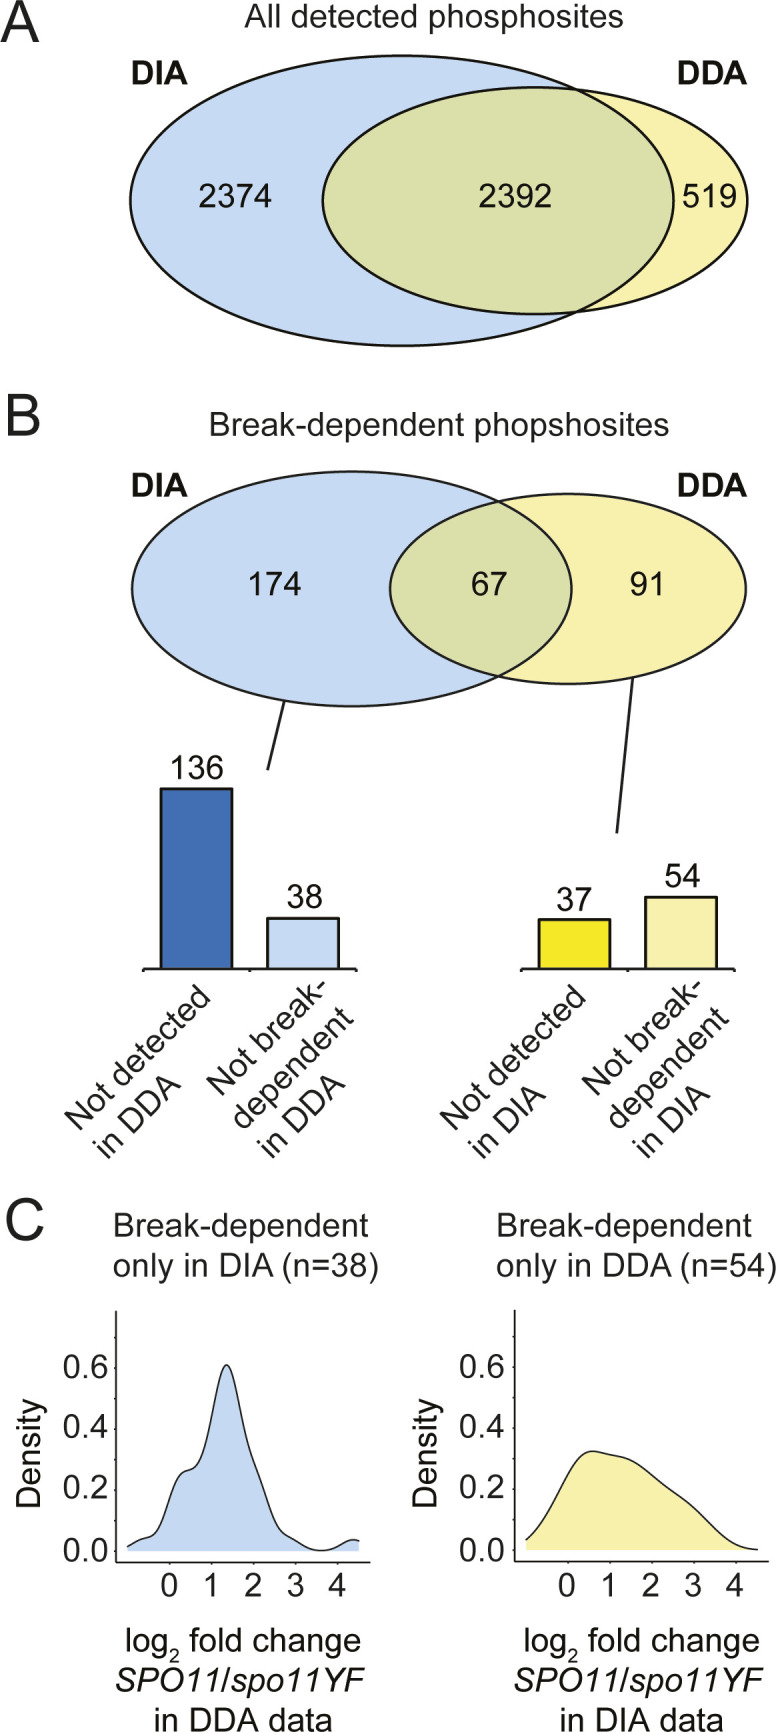
Differences and commonalities of data-dependent acquisition (DDA) and data-independent acquisition (DIA) datasets. **(A)** A Venn diagram showing the overlap between DDA and DIA phosphosites for all phosphosites detected in at least three samples of six in DDA or DIA datasets. **(A, B)** Same as (A), but for DNA break–dependent phosphosites. Whereas 67 sites overlap between DDA and DIA, there are in total 265 method-specific sites. Closer inspection revealed that 136 of 174 DIA-specific DNA break–dependent sites were not reliably detected in the DDA data (not present in at least three samples of six), indicating that these sites are missing from the DDA data because of missing values. The remaining 38 DIA-specific sites were reliably detected in DDA data but were not categorized as DNA break–dependent after differential presence analysis. Similarly, 37 of 91 DDA-specific sites were not detected reliably in the DIA data. **(C)** The distribution of log_2_ fold changes (*SPO11*/*spo11-YF*) for 38 DIA-specific DNA break–dependent in the DDA data is between ∼ −0.6 and ∼4.3, and the distribution was centered around 1 (left panel). Only one site had a log_2_ fold change smaller than −0.5 (∼1.4-fold decrease), whereas 31 sites had log_2_ fold changes larger than 0.5 (∼1.4-fold increase), indicating that these sites trended largely correctly but were below the significance cutoff in the DDA data. The 54 DDA-specific DNA break–dependent sites had a distribution of log_2_ fold changes between ∼−0.7 and ∼3.5 in the DIA data, with the distribution being centered around 1 (right panel). Whereas only one site had a log_2_ fold change smaller than −0.5 (∼1.4-fold decrease), 37 sites had log_2_ fold changes larger than 0.5 (∼1.4-fold increase). Because a trend of being induced in response to DNA breaks (log_2_ fold change > 0) is observed for most of the method-specific sites, we merged all the DDA and DIA datasets.

Table S1 DNA break–dependent phosphorylation events.

Among the DNA break–dependent sites were several previously confirmed Mec1/Tel1 targets, including H2A S129, Cbf1 S45, Zip1 S75, Rad54 T132, and Hed1 T40 (Downs et al, 2000; Smolka et al, 2007; Niu et al, 2009; Falk et al, 2010; Callender et al, 2016) (Fig 2A–C), confirming the high quality of our dataset. In addition, we uncovered many DNA break–dependent phosphorylation events that have only been characterized in non-meiotic cells or that are entirely novel. For example, we identified an additional DNA break–dependent phosphorylation event on histone H3 S57 (Fig 2C), which is predicted to weaken nucleosomal DNA association (Bowman & Poirier, 2015), and may thus play a role in removing nucleosomes during meiotic DNA repair. We also identified DNA break–dependent phosphorylation on several chromatin factors, including all three subunits of the Sir complex (Sir2, Sir3, Sir4), which have roles in meiotic checkpoint regulation and the timing of meiotic prophase (San-Segundo & Roeder, 1999; Subramanian et al, 2019) (Fig 2C). Among proteins involved in meiotic DNA repair, we identified additional DNA break–dependent phosphorylation sites on the MRX complex (Mre11 and Xrs2), regulators of recombination (Rad52 and Sgs1) and the meiotic resolvase complex (Mlh1 and Exo1; Fig 2B and C). Intriguingly, we also observed DNA break–dependent phosphorylation of multiple components of the nucleotide-excision repair machinery (Rad1, Rad7, Rad14, Rad16, Rad23, and Rad26; Fig 2B). As there is no known role for nucleotide-excision repair during meiotic prophase, these phosphorylation events may be inhibitory.

We also observed a total of 81 phosphosites that disappeared during DNA break formation, as they were either enriched in *spo11-YF* compared with *SPO11* samples or were specifically detected in *spo11-YF* samples (Table S2). Among these sites were Cdk1-dependent phosphorylation events on Dna2 S17 and S237 (Fig 2B), which are known to regulate Dna2 localization to DNA breaks and may promote Mec1/Tel1-dependent phosphorylation of yet unidentified sites on Dna2 (Chen et al, 2011). Thus, the observed DNA break–dependent reduction in abundance of some of these phosphorylations is likely biologically meaningful.

Table S2 Phosphosites enriched in *spo11-YF*.

Several known DNA break–dependent sites were absent from our data. Specifically, neither DDA nor DIA data captured Hop1 T318 or H3 T11 (Carballo et al, 2008; Kniewel et al, 2017). Inspection of the sequences surrounding these sites revealed that the H3 T11 phosphorylation site would reside on a tryptic peptide consisting of only five amino acids, which is too small for reliable proteomic identification. Conversely, a tryptic peptide with Hop1 T318 phosphorylation would be 49 amino acids long; and larger peptides are typically detected at a low frequency (Swaney et al, 2010).

Finally, we validated one newly identified site, namely the phosphorylation of the yeast casein kinase 1δ/ε homologue Hrr25 on S438 by raising and purifying a phospho-specific antibody (Fig S5). Immunoblotting showed that Hrr25 S438 occurred specifically in response to meiotic DNA break formation and was undetectable in meiotic *spo11-YF* cultures (Fig 2D). Therefore, our data present a high-quality, rich resource for phospho-signaling during the meiotic DNA break response.

**Figure S5.**
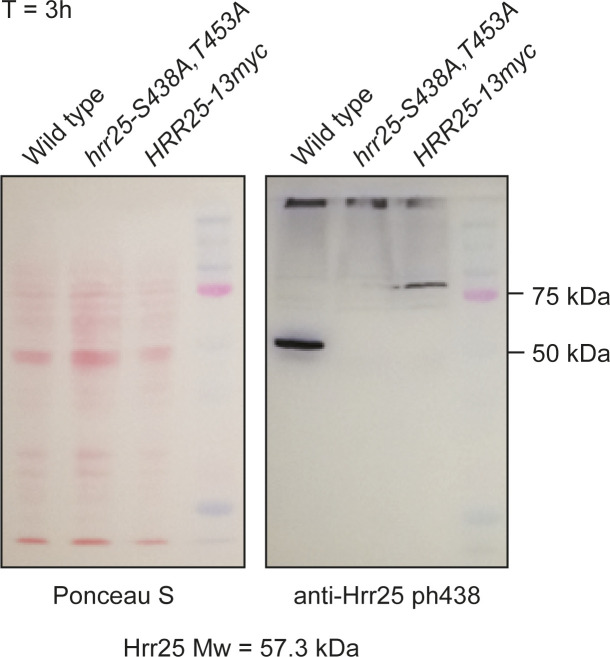
Specificity of Hrr25 phS438 antibody. Western blot depicting the specificity of Hrr25 phS438 antibody. No signal was detected in a strain in which S438 was mutated to alanine (S438A), and a shift to a higher molecular weight was detected when Hrr25 was tagged with 13xmyc.

### Phosphorylation sites are enriched for known kinase motifs

To better define substrate selection in response to meiotic DNA break formation, we examined features of DNA break–dependent phosphosites in our data. Motif enrichment analysis showed strong enrichment (motif-x, *P*-value cutoff 0.05) of predicted consensus sites for Mec1/Tel1 (S/TQ) and Mek1 (RxxT), the main regulators of the meiotic DNA break response. Approximately 19% of all DNA break–dependent sites occurred in an S/TQ motif, compared with only ∼5% S/TQ occurrence among all phosphorylation sites detected in our study (Fig 3A). Among DNA break–dependent S/TQ sites, L was the most common amino acid at the −1 position and E was the most common amino acid at the +2 position (Fig 3B). As LS/TQE is known as a high-affinity site for human ATM in in vitro studies (O’Neill et al, 2000), these sites are likely also targeted by the yeast orthologs Mec1/Tel1.

**Figure 3.**
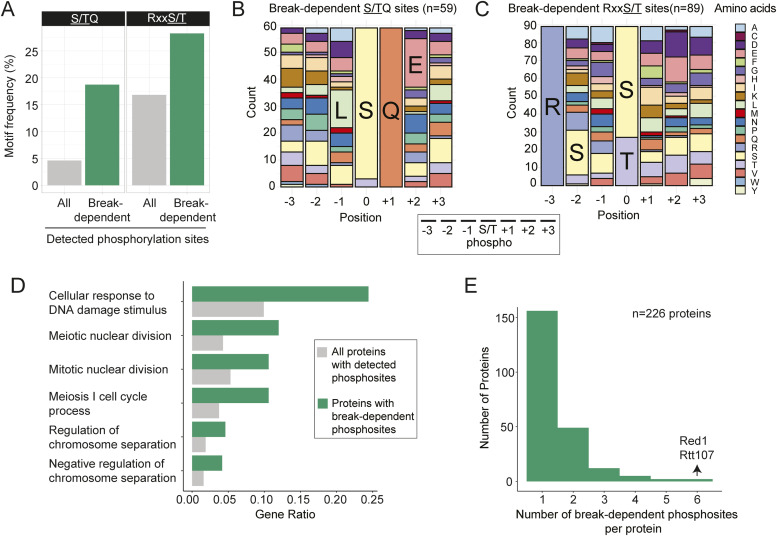
Characteristics of DNA break–dependent phosphorylation events. **(A)** DNA break–dependent sites were enriched for Mec1/Tel1 (S/TQ) and Mek1(RxxT) consensus motifs, compared with all phosphorylation sites detected in our study. **(B)** Stacked bar graph representing the distribution of amino acids surrounding the DNA break–dependent S/TQ sites. The most frequent amino acids at the −1 and +2 position were leucine (L) and glutamic acid (E), respectively. **(C)** Stacked bar graph representing the distribution of amino acids surrounding the DNA break dependent RxxS/T sites. Serine (S) at the −2 position was the most frequent amino acid, whereas there was no striking feature for the other positions. **(D)** Bar graphs showing the results of functional enrichment analysis of proteins with DNA break–dependent phosphosites. **(E)** Bar graph showing the distribution of detected DNA break–dependent phosphorylation sites per protein.

Approximately 28% of all DNA break–dependent sites localized to RxxS/T motifs, compared with only ∼17% of all detected sites (Fig 3A). Among these sites, we observed S as the most common amino acid at the −2 position (Fig 3C). The RxxS/T motif is preferred by several kinases in yeast (Mok et al, 2010), but all known Mek1-dependent phosphorylation sites contain a threonine instead of a serine (Niu et al, 2009; Callender et al, 2016; Kniewel et al, 2017). Indeed, among the detected phosphorylation sites with an RxxS/T motif, DNA break–dependent sites were significantly enriched for threonine as the phosphorylated amino acid (hypergeometric test, *P*-value <0.001; Fig S6A), consistent with the reported sequence preference of Mek1 (Suhandynata et al, 2016).

**Figure S6.**
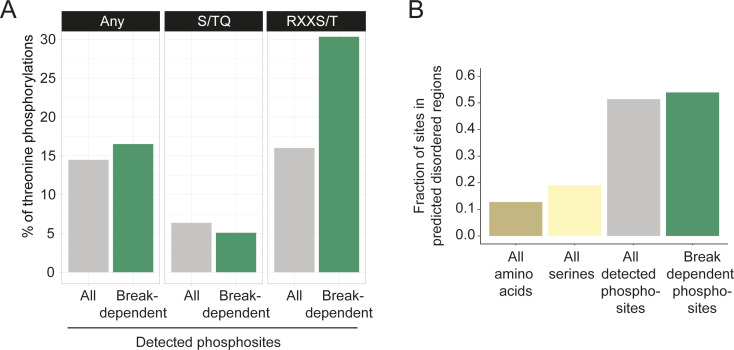
Other features of DNA break–dependent phosphosites. **(A)** Bar graph showing enrichment of threonines as the phosphorylated amino acid in DNA break–dependent RxxS/T phosphorylation events, compared to all RxxS/T phosphorylation events detected in our data. No such effect is seen for DNA break–dependent S/TQ phosphorylation sites. **(B)** Bar graph showing the fraction of the detected phosphorylation sites that localize to IUPRED predicted disordered regions larger than 30 amino acids. Fraction of all serines in the yeast proteome that localize to these regions and fraction of the proteome in these regions are also shown for comparison.

In a couple of instances, we also observed phosphorylation of RxxTQE sequences (Fig 2C), which combine RxxT and TQE motifs and may thus represent a hybrid target motif for Mek1 and Mec1/Tel1. As Mek1 is activated by Mec1/Tel1, phosphorylation of RxxTQE hybrid motifs by both types of kinases could create a coherent feedforward signal, a common feature in gene regulatory networks that creates signal stability (Mangan & Alon, 2003). Notably, the two proteins with phosphorylated RxxTQE motifs in our data, Rfm1, and Rfx1, are transcription factors of the DNA damage response, with Rfm1 preventing premature exit from meiotic prophase (Xie et al, 1999; McCord et al, 2003).

Although our data show a clear enrichment of predicted Mec1/Tel1 and Mek1 motifs, more than half (∼53%) of all DNA break–dependent phosphosites had neither motif, suggesting other kinases might be catalyzing these phosphorylation events. Motif search failed to identify additional significantly enriched motifs among these sites, possibly because of a lack of sequence preference or because of contributions from multiple kinases. Candidate kinases include Rad53 and Dbf4-dependent kinase (DDK), both of which have been shown to mediate phosphorylation events downstream of Mec1/Tel1/Mek1 and/or meiotic DNA break formation (Bashkirov et al, 2003; Chen et al, 2015; Lao et al, 2018; He et al, 2020), with only DDK having a known consensus motif.

In general, DNA break–dependent phosphorylation events localized to intrinsically unstructured parts of target proteins (Fig S6B), presumably reflecting increased accessibility and the higher preponderance of serines and threonines in these regions. This trend is not unique to DNA break–dependent phosphorylation events (Fig S6B) and has also been noted in previous large-scale phospho-proteomics analyses (Holt et al, 2009). Interestingly, more than one third (116 of 332) of DNA break–dependent phosphorylation events occurred within five amino acid of another DNA break–dependent site, which may either reflect multiple phosphorylation events mediated by the same kinase, or priming events, whereby phosphorylation by one kinase stimulates nearby phosphorylation events by another kinase.

The 332 phosphorylation sites mapped to a total of 226 different proteins which were strongly enriched for functions related to meiosis and DNA repair (q-value < 0.2, Fig 3D), implying that many of these phosphorylation events likely are functional. For most proteins, we only identified a single DNA break–dependent site, whereas two proteins had six DNA break–dependent phosphorylation sites (Fig 3E). One of these proteins is the meiotic chromosome organizer Red1, which has been suggested to be phosphorylated in both DNA break–dependent and –independent manner (Bailis & Roeder, 1998; de los Santos & Hollingsworth, 1999; Lai et al, 2011; Wan et al, 2004). Consistent with this notion, our data shows 10 additional phosphorylation sites for Red1 that are not DNA break dependent. One of the DNA break–dependent sites on Red1, T484, fits the consensus motif for phosphorylation by Mek1, but phosphorylation of this site was still detectable at low levels in *spo11-YF* strains indicating that it is not solely dependent on meiotic DNA break formation.

### Meiotic DNA breaks do not trigger major proteome changes

We tested whether the meiotic DNA break response also affects protein levels. To this end, we quantified proteins in the same replicate cultures described above. This analysis yielded robust quantitative data for proteins from just under half of the protein-coding genes in yeast (2,627 proteins), and thus likely captured a major proportion of the meiotically expressed proteome. Measurements were highly correlated between replicates and samples (r = 0.99 between replicates; Fig S7A–C). Surprisingly, log_2_ fold changes in response to DNA break formation were narrowly centered on zero similar to those between replicate measurements (Fig S8A), suggesting that meiotic DNA breaks do not change the proteome to a detectable extent.

**Figure S7.**
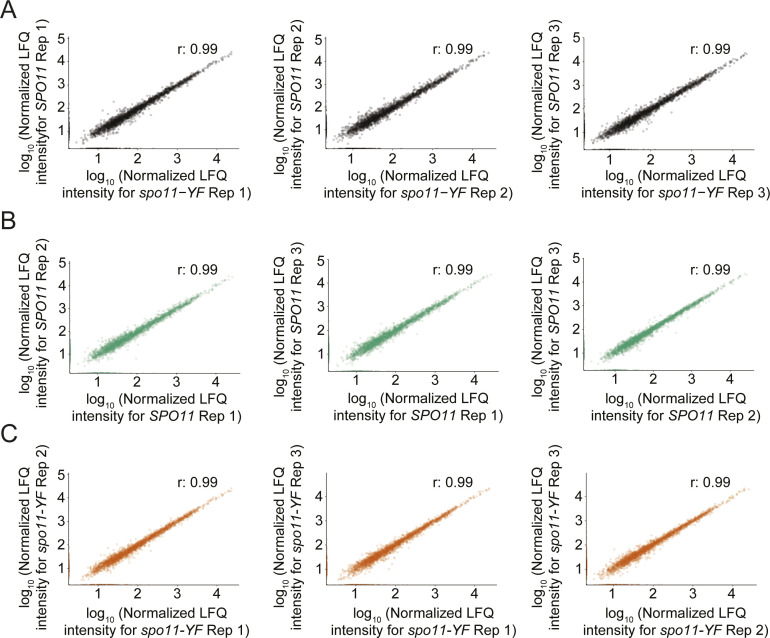
Assessment of proteomics data. **(A)** Scatter plots depicting the correlation between *SPO11* and *spo11-YF* samples within each replicate groups. **(B)** Scatter plots depicting the correlation of each *SPO11* sample with other *SPO11* replicate samples. **(C)** Scatter plots depicting the correlation of each *spo11-YF* sample with other *spo11-YF* replicate samples.

**Figure S8.**
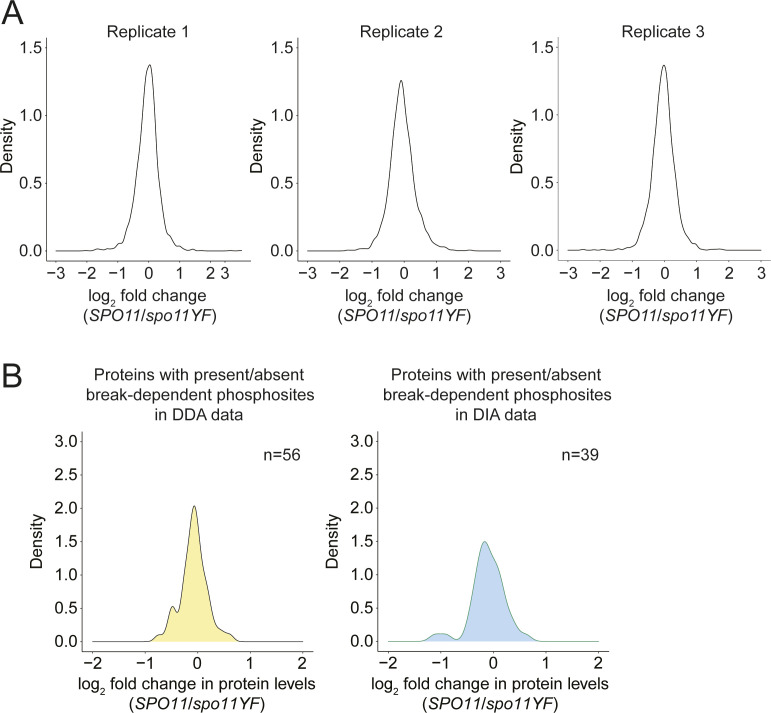
Distribution of protein-level changes. **(A)** Density plots for each replicate in the proteomics dataset. log_2_(*SPO11/spo11-YF*) values are on the x-axis and density of the values are on the y-axis. **(B)** Density plots for proteins with qualitative (present/absent) DNA break–dependent sites in data-dependent acquisition data (left), and data-independent acquisition data (right).

We observed only four proteins with significantly changed abundance between *SPO11* and *spo11-YF* cultures (adjusted *P*-value < 0.1): the levels of Rad51, Leu2, and Dbp2 were elevated in *SPO11* cells; Sml1 levels were decreased (Fig 4A). We validated the relative changes in Rad51, Sml1, and Dbp2 levels by immunoblotting (Fig 4B–D). Rad51 and Sml1 are known targets of the DNA damage response. Rad51 is a recombinase required for DNA break repair that is induced upon DNA damage and also protected from degradation (Basile et al, 1992; Woo et al, 2020), whereas the ribonuclease reductase RNR inhibitor Sml1 is degraded (Zhao, 2001; Andreson et al, 2010). The resulting changes in abundance confirmed our mass spectrometry data (Fig 4A–C), indicating that these aspects of the DNA damage response remain active in response to meiotic DNA breaks. Differences in Leu2 levels were expected given that *SPO11* cells contained four copies of the *LEU2* gene whereas the *spo11-YF* cells only contained two (Table S3). The significantly higher Leu2 levels in the *SPO11* strain thus served as an internal control verifying the quality and sensitivity of the measurements. Dbp2 is an essential RNA-binding protein without known function during meiosis or the DNA damage response. When testing its meiosis-specific depletion, we observed only a minor loss in gamete viability (Fig S9). Thus, although it is possible that some undetected proteins did change in expression, our data indicate that the meiotic DNA break response does not remodel the proteome at a large scale. This result also means that the observed phosphorylation changes were not driven by changes in protein abundance (Figs 4E and S8B).

**Figure 4.**
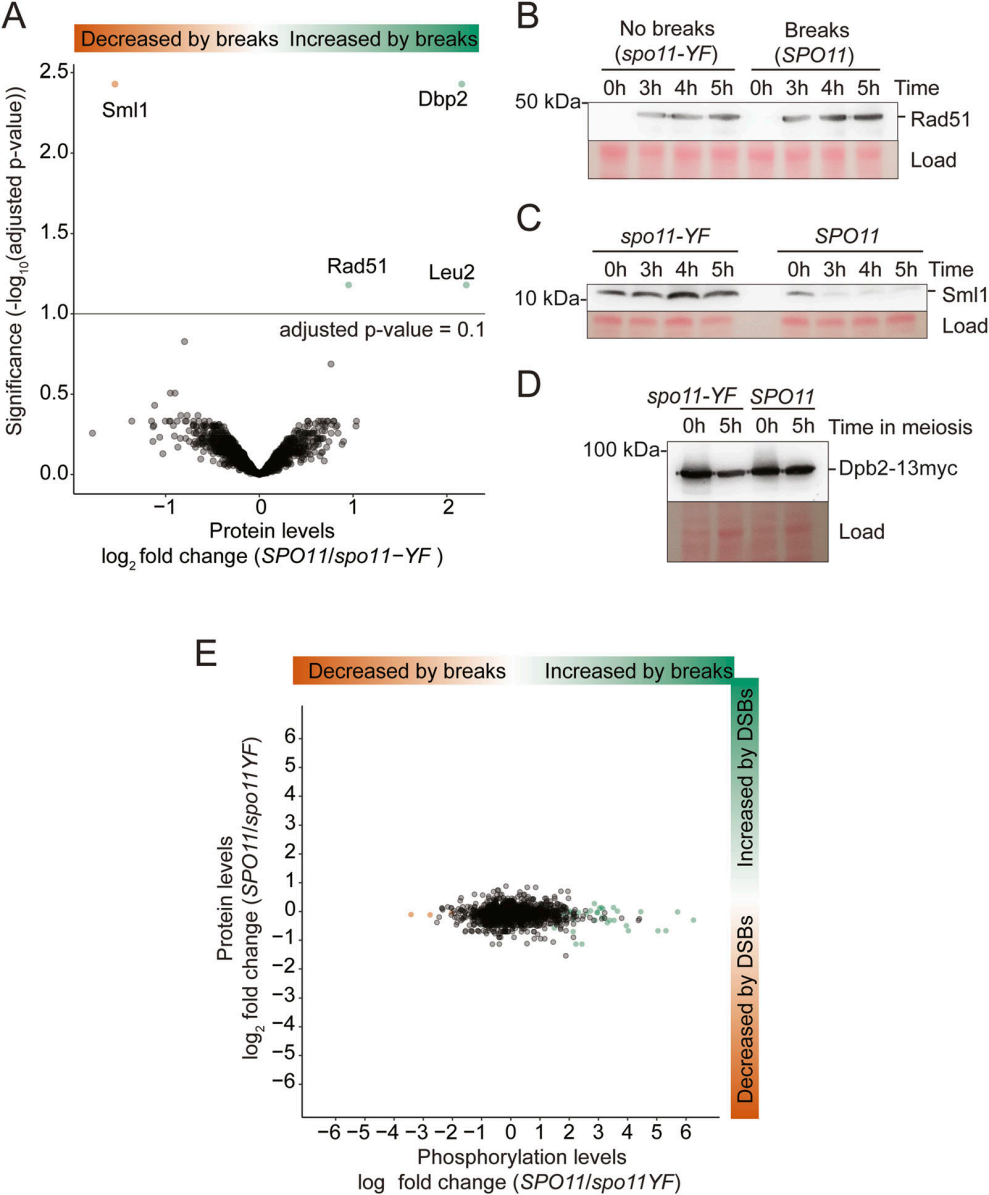
Few proteins change significantly in abundance in response to meiotic DNA breaks. **(A)** A volcano plot showing differentially expressed proteins, each dot represents a protein. The y-axis shows −log_10_ (Benjamini & Hochberg adjusted *P*-value) and the x-axis shows log_2_ fold change. **(B)** Western blot analysis of Rad51 in *spo11-YF* and *SPO11* cells during meiosis is shown. Ponceau S was used as the loading control. **(C)** Comparison of Sml1 levels in *spo11-*YF and *SPO11* cells during meiotic prophase. Sml1 was diminished after 3 h into meiosis concomitantly with DNA break formation. Ponceau S staining of the membrane was the loading control. **(D)** Assessment of Dbp2 levels by Western blotting before meiosis (0 h) and during meiotic prophase (5 h) is shown. Dbp2 was tagged with a 13xmyc tag and anti-myc antibody was used for detection of Dbp2. Ponceau S was the the loading control. **(E)** Plot showing correlation between protein-level log_2_ fold changes (y-axis) and phosphosite-level log_2_ fold changes (x-axis). Each dot represents a phosphosite. Whereas log_2_ fold changes for phosphosites distributed widely, protein log_2_ fold changes for proteins centered narrowly around 0.

Table S3 Genotypes of the strains used in this study.

**Figure S9.**
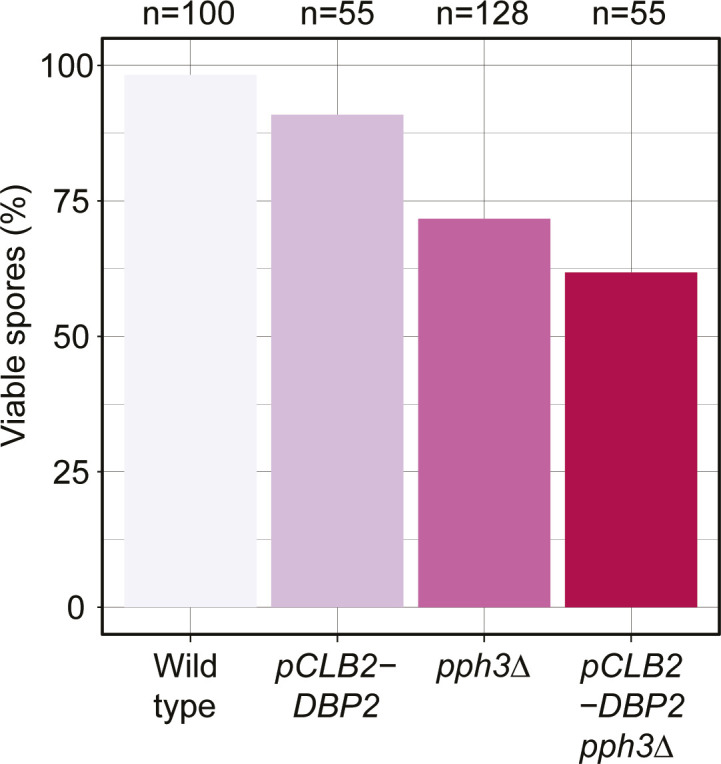
Effect of Dbp2 depletion on gamete viability. Bar graph showing spore viabilities for wild type, *pCLB2-DBP2*, *pph3Δ*, and *pph3Δ pCLB2-DBP2* strains. The *CLB2* promoter is inactive during meiosis and was used to specifically suppress *DBP2* expression during meiotic prophase while maintaining cell viability during vegetative growth.

### Activation of the signaling pathway for damage-dependent transcription

The robustness of the proteome in response to meiotic DNA break formation was surprising, as it contrasted with the transcript and protein abundance changes that are characteristic of the canonical DNA damage response (Elledge & Davis, 1990; Huang et al, 1998; Gasch et al, 2001; Tsaponina et al, 2011; Jaehnig et al, 2013). We therefore investigated whether the effector kinases Rad53 and Dun1, which trigger the DNA damage–dependent transcription changes, were active during the response to meiotic DNA breaks. Western blotting of Rad53 in our experimental strains showed phosphorylated, slower migrating forms of Rad53 only in *SPO11* cells but not in *spo11-YF* cells (Fig 5A), indicating that Rad53 is activated by meiotic DNA breaks. In addition, we detected DNA break–specific phosphorylation of Dun1 at position S10 (Chen et al, 2007) (Table S1) and reduction of Sml1 protein levels (Fig 4A and C), both of which are hallmarks of Dun1 activation, as Sml1 is a Dun1 target (Zhao & Rothstein, 2002). Thus, key regulators of the transcriptional response to canonical DNA damage are activated also in response to meiotic DNA break formation.

**Figure 5.**
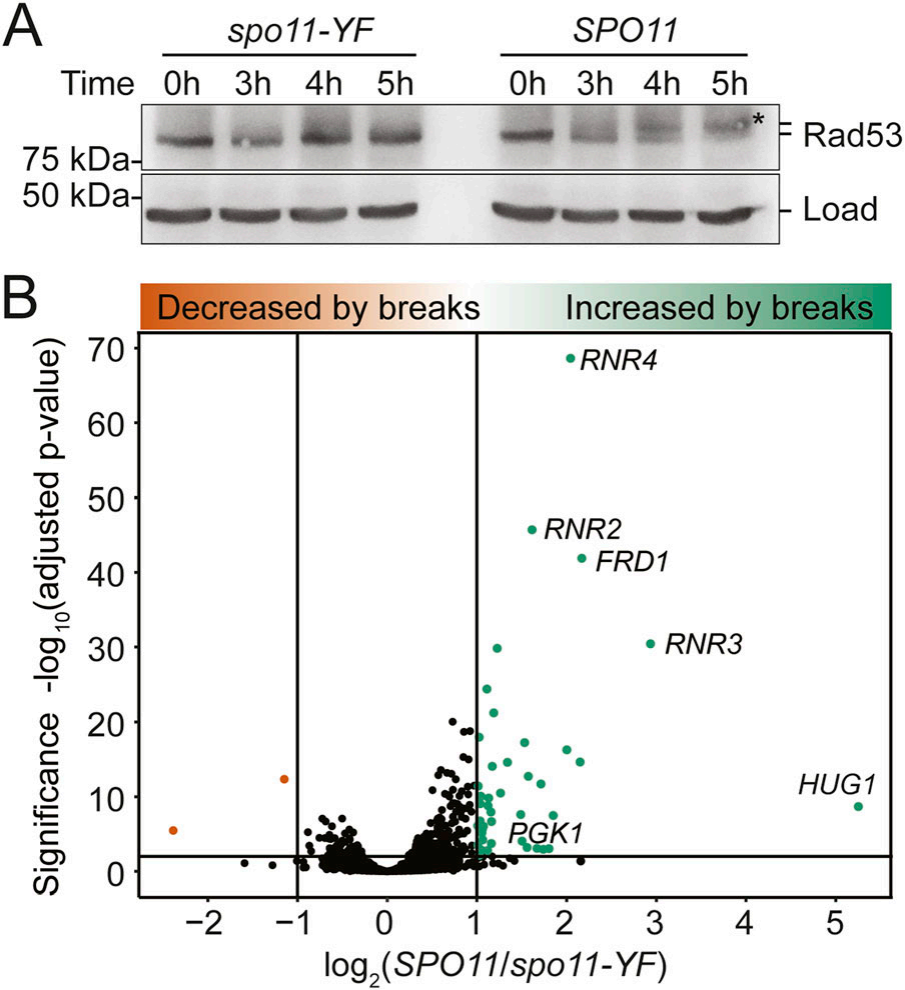
Activation of a transcriptional program in response to meiotic DNA breaks. **(A)** Western blot analysis of Rad53 in *spo11-YF* cells and *SPO11* cells. We used the mobility shift of Rad53 as a proxy for its phosphorylation and activation. A cross-reacting band produced by the Rad53 antibody was the loading control. Note: this analysis was performed on our experimental strains, which lack Pph3 phosphatase, resulting in more easily detectable Rad53 autophosphorylation than seen in strains with active Pph3 (Cartagena-Lirola et al, 2008; Falk et al, 2010). **(B)** A volcano plot showing the results of mRNA-Seq analyses of *spo11-YF* cells and *SPO11* cells. The y-axis shows -log_10_ (Benjamini–Hochberg adjusted *P*-value) and the x-axis shows log_2_ fold change between *SPO11* and *spo11-YF*. Each dot represents a gene.

### A transcriptional response to meiotic DNA breaks

We tested if activated Rad53 and Dun1 induce transcription of DNA damage-response genes during meiosis. To this end, we conducted mRNA-seq experiments using the same strains as described above, comparing mRNA levels of *SPO11* and *spo11-YF* cultures. 

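mRNA was sequenced from 3 cultures of *SPO11* cells and 3 cultures of *spo11-YF* cells. In *spo11-YF* cells, the catalytic tyrosine of Spo11 is replaced by phenylalanine, so that no breaks form. Both strains lack *NDT80*, which holds cells in meiotic prophase, and the phosphatase gene *PPH3* (Table S3). The paper's methods give 4 h into meiosis as the time of sampling and 1.6 ml as the culture volume, whereas the sample labels give 1.5 ml and no time. The authors purified poly(A) RNA with oligo(dT) particles, made strand-specific libraries, mapped the reads to the SK1 genome with the nf-core pipeline, counted them per gene with salmon, adjusted the counts for batches with ComBat-Seq and compared the strains with DESeq2. The values used here are that comparison, 1 row per gene, with no value per culture. Therefore neither the depth of each library nor the spread between the 3 cultures could be computed, and the standard errors are those of the authors' fit. In the authors' deposited table, the mean normalized counts of all 5297 listed genes add up to 2759217, which is the average depth of a library on the normalized scale, and the median gene has a mean of 218.5 counts. The adjusted p-values in the authors' deposited table have the values that a Benjamini-Hochberg adjustment over 5386 tests gives, and 89 of these tests have no row among those analysed here. From the log2 fold changes and their standard errors, 95% confidence intervals were computed with the normal distribution, and each gene was also tested for a rise above 2-fold. The median standard error was 0.14 on the log2 scale, so that the 95% confidence interval of a typical gene reached 0.28 to either side. The marker genes *URA3* and *LEU2*, whose copy numbers differ between the strains, were both lower in *SPO11* cells. *URA3*, of which *spo11-YF* cells carry additional copies beside the mutated *spo11* gene (Table S3), had a log2 fold change of -1.15 (*SPO11* over *spo11-YF*; standard error 0.14, adjusted p = 4.48e-13) in the authors' deposited table, with a computed 95% confidence interval from -1.43 to -0.86, which is the direction its copies predict. *LEU2*, of which the paper gives *SPO11* cells more copies, had -0.87 (standard error 0.20, adjusted p = 3.67e-04) in the authors' deposited table, with a computed interval from -1.26 to -0.48. This is against the direction its copies predict, so copy numbers alone do not settle the direction of the comparison. Exchanged strain labels would, however, also turn the sign of *URA3* and that of *RNR3*, which had a log2 fold change of 2.94 in the authors' deposited table. *TRP1* and *LYS2* had log2 fold changes of 0.13 and 0.15 in the authors' deposited table, and both 95% confidence intervals included 0. Table S3 lists an additional *TRP1* for *spo11-YF* cells only. As listed, its copies predict a lower value in *SPO11* cells, but no fall was resolved (computed interval -0.25 to 0.50). *NDT80*, *PPH3* and *HO* have no row among those analysed here.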

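Of the 5297 listed genes, 373 had an adjusted p under 0.01 in the authors' deposited table, of which 287 were higher and 86 lower in *SPO11* cells. Recomputing the Benjamini-Hochberg adjustment over the listed genes alone also called 373 genes, and a Bonferroni adjustment, the alternative with the fewest calls, called 128. Higher genes made up 76.9% of the calls, 72.8% when the log2 fold changes were centred on the median of all genes, and 57.2% when the totals of the strains were set equal, a scaling chosen after seeing the data. At an unadjusted p under 0.05 there were 1224 genes. Most changes were small. The 287 higher genes had a median change of 1.51-fold, and 140 of them changed by less than 1.5-fold. The 86 lower genes had a median log2 fold change of -0.46, and 2 of them, *YCR102C* and *URA3*, fell by more than 2-fold. Of the called genes, 42 had an estimate above 2-fold, with a median of 2.26-fold. For 14 of the 42 genes the 95% confidence interval lay entirely above 2-fold. When the rise above 2-fold was itself tested, 7 genes passed at an adjusted p under 0.01, namely *HUG1*, *RNR3*, *FRD1*, *GPM1*, *RNR4*, *YPR015C* and *RNR2*. The other 35 genes did not pass this test. Apart from these, the 10 largest rises among the called genes in the authors' deposited table include *YBR201C-A* (log2 fold change 1.85), *FBA1* (1.80), *YMR279C* (1.74) and *PGI1* (1.71). The 5 largest falls among the called genes in the authors' deposited table are those of *YCR102C* (-2.39), *URA3* (-1.15), *BSC5* (-0.88), *LEU2* (-0.87) and *YHI9* (-0.85). *YCR102C* had a mean of only 22.1 normalized counts and carries an SK1 identifier from another chromosome than its name, so that its reads are uncertain.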

We found that 7% of genes (373 of 5,386) were differentially expressed (adjusted *P*-value < 0.01), and 42 genes (<1%) were up-regulated more than twofold in response to DNA break formation. This group contained many genes of the canonical gene expression response to DNA damage, including *RNR2*, *RNR3*, and *RNR4* (Elledge & Davis, 1987, 1990; Huang & Elledge, 1997) (Fig 5B). This result was unexpected because the DNA damage–dependent transcriptional induction in mitotic cells directly results in a clear increase in protein levels (Yao et al, 2003; Huang et al, 2016).

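*RNR2*, *RNR3* and *RNR4* encode subunits of ribonucleotide reductase, the enzyme that makes deoxynucleotides. The authors' deposited table gives *RNR4* (YGR180C) a log2 fold change of 2.04 (standard error 0.11, adjusted p = 2.29e-69), and the computed 95% confidence interval was 1.82 to 2.27. For *RNR2* (YJL026W) the log2 fold change in the authors' deposited table is 1.61 (standard error 0.11, adjusted p = 1.90e-46), with a computed interval from 1.40 to 1.83. *RNR3* (YIL066C) rose further, by 2.94 in the authors' deposited table (standard error 0.24, adjusted p = 3.69e-31), with a computed interval from 2.46 to 3.41 that does not overlap those of *RNR2* and *RNR4*. *RNR1*, which encodes the main large subunit, did not change detectably (log2 fold change -0.11 in the authors' deposited table, computed interval -0.48 to 0.26). The largest rise was that of *HUG1* (YML058W-A), with a fitted log2 fold change of 5.25 in the authors' deposited table (standard error 0.78, adjusted p = 2.09e-09). Its mean in *spo11-YF* cells, worked out from the table, was 1.24 normalized counts, which is under 3 counts, so the fitted value is imprecise. The computed 95% confidence interval was 3.72 to 6.79, with a lower limit of 13.2-fold. The mean in *SPO11* cells, worked out in the same way, was 47.3 normalized counts, 15.8 times as many as 3 counts. Among 26 genes of the DNA damage response listed before the data were examined, 25 had a row. Of these, 8 were called higher in the authors' deposited table and none lower, against 6.92% of the other genes called in either direction (Fisher's exact test, two-sided, p = 2.09e-04, adjusted p = 5.23e-04 over the 5 lists tested). When p-values were adjusted over the list alone, 9 genes passed, 8 higher and 1 lower. *RFX1* and *RAD54* were among the 8 genes, and *HUG1*, *RNR3*, *RNR4*, *RNR2* and *DDR48* were also among the 42 genes called above 2-fold. The list's median log2 fold change of 0.22 lay at percentile 99.97 of 10000 random lists matched on mean expression. Without the genes the paper names, the percentile was 84.5. Because *RNR2*, *RNR3* and *RNR4* are named for their rise, leaving them out favours a lower percentile and cannot weigh against their own response. The genes left out also include *RAD53* and *DUN1*, which the paper does not name for a rise. The remaining genes lay inside the middle 95% of random lists. A shift of the list beyond the genes the paper names was therefore not resolved. *RAD53* was the gene lower over the list alone, with a log2 fold change of -0.72 and an adjusted p of 0.0176 in the authors' deposited table. *DUN1* did not change detectably, with a computed interval from -0.11 to 0.46. The 42 genes also held 9 of 18 listed glycolysis genes. The paper states that many genes of the canonical response to DNA damage are among the genes up-regulated more than 2-fold, and names *RNR2*, *RNR3* and *RNR4* among them.

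**Figure D1:**
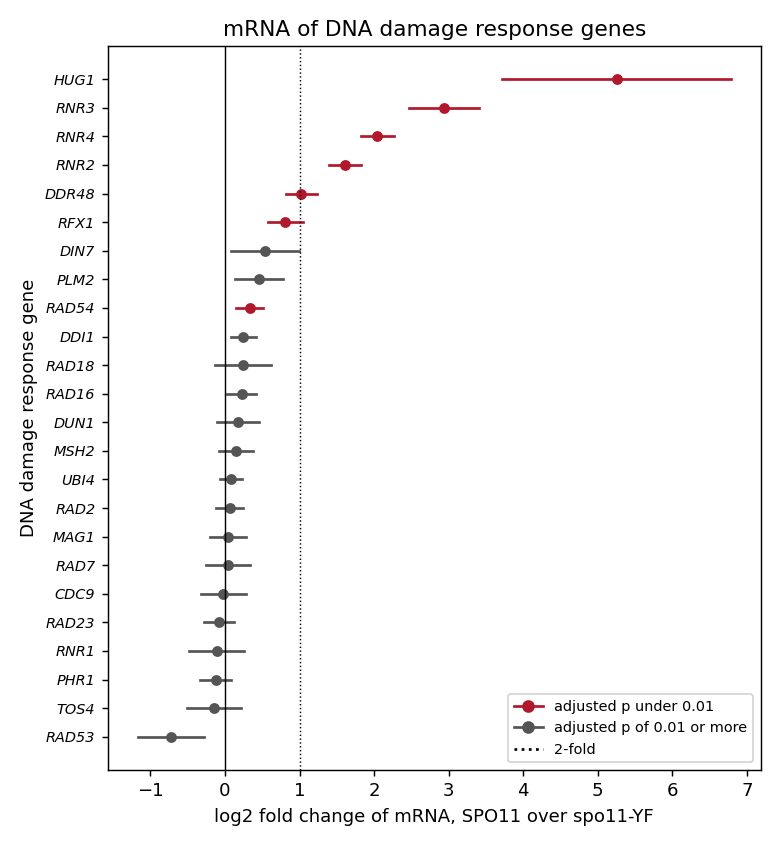
Log2 fold changes of mRNA between *SPO11* and *spo11-YF* cells (x-axis) for 24 DNA damage response genes (y-axis). Points are the values of the authors' deposited table, lines are 95% confidence intervals computed from its standard errors, red marks an adjusted p under 0.01, and the dotted line marks 2-fold. *HUG1*, *RNR3*, *RNR4* and *RNR2* lie entirely above 2-fold, and *RAD53* lies below 0.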

We conducted several tests to confirm that, indeed, the meiotic proteome is largely fixed despite DNA break–dependent transcriptome remodeling. We verified that the discordance could not be explained by lower coverage of the proteome data. Of the 287 transcriptionally up-regulated genes, 165 (57%) were quantified in the proteome data, including 23 (54%) of the 42 genes with >2-fold change at the RNA level, suggesting that the proteomics experiment captured a representative fraction of the proteome. 

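On the mRNA side of this comparison, the 42 genes called above 2-fold had log2 fold changes with a median of 1.18 and a lowest value of 1.01 in the authors' deposited table. They were less abundant than the 287 higher genes as a whole, with a median mean normalized count of 177.4 against 503.3. Protein levels were not analysed here.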

Importantly, protein levels of the latter group only increased by less than 10%, which, although statistically significant compared to the rest of the proteome (Fig S10A), was far below the changes at the mRNA level. Immunoblotting further confirmed the mass spectrometry based results: the increased levels of *RNR4*, *FRD1*, and *PGK1* transcripts detected by mRNA-seq (Fig 5B) only caused minor DNA break–dependent changes in protein levels (Figs 6A and B and S10B). Therefore, we conclude that, unlike in the mitotic DNA damage response, the transcriptional changes in response to meiotic DNA breaks do not lead to major changes in protein abundance.

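*RNR4* mRNA was 4.12-fold higher in *SPO11* cells, with a 95% confidence interval from 3.54-fold to 4.81-fold computed from the values of the authors' deposited table. *FRD1* (YEL047C), which encodes a fumarate reductase, had a log2 fold change of 2.17 (standard error 0.15, adjusted p = 1.26e-42) in the authors' deposited table, which is 4.50-fold with a computed interval from 3.66-fold to 5.53-fold. The intervals of *RNR4* and *FRD1* overlap, so that their rises cannot be ranked. *PGK1* (YCR012W), which encodes the glycolytic enzyme phosphoglycerate kinase, had a log2 fold change of 1.56 (standard error 0.37, adjusted p = 6.41e-04) in the authors' deposited table. This is 2.95-fold with a computed interval from 1.79-fold to 4.86-fold, so the rise of *PGK1* is larger than its error but was not resolved from 2-fold (adjusted p = 1.00 for a rise above 2-fold, against 6.85e-17 for *RNR4* and 1.60e-11 for *FRD1*, from the one-sided test on the authors' standard errors). Under the Bonferroni adjustment, *PGK1* was no longer called (adjusted p = 0.124 from the authors' p-value). The means of *RNR4* and *FRD1*, worked out from the table, were 1083 and 823 normalized counts in *SPO11* cells against 263 and 183 in *spo11-YF* cells, and those of *PGK1* were 398 and 134.9.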

**Figure S10.**
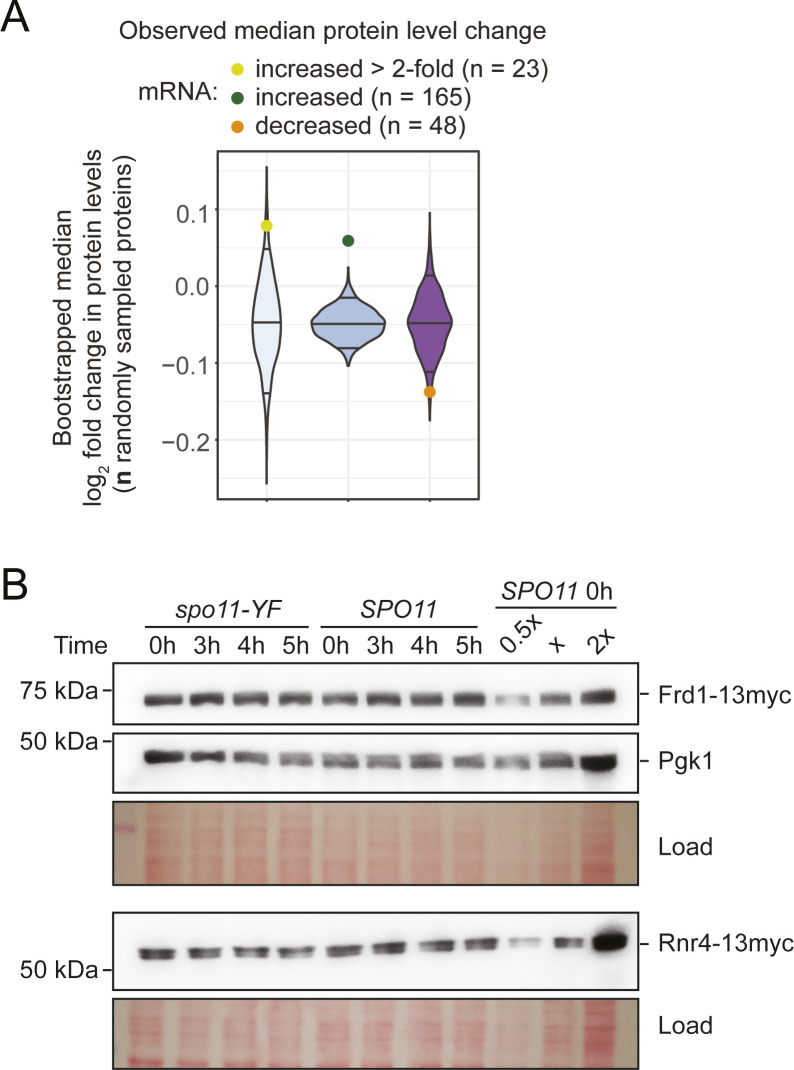
Dynamics of protein levels during meiosis. **(A)** Median protein levels changes in response to DNA break formation (*SPO11*/*spo11-YF*) of factors that showed significant DNA break dependent changes by mRNA-seq. We separately analyzed factors that were up-regulated >2-fold, factors that were significantly up-regulated, and factors that were significantly down-regulated in the mRNA-seq measurements. We assessed significance by bootstrapping, using 1,000 random samplings of an equivalent number of proteins in the dataset without replacement. The results from the bootstrapping analysis are shown as a violin plot. Observed protein-level changes for the different groups are shown as colored circles and lie outside of the 95% confidence interval of the bootstrap-derived distribution. **(B)** Western blots analyzing the same proteins as in Fig 6A. Different amounts of the *SPO11* 0-h sample were loaded to show that signals were not saturated.

**Figure 6.**
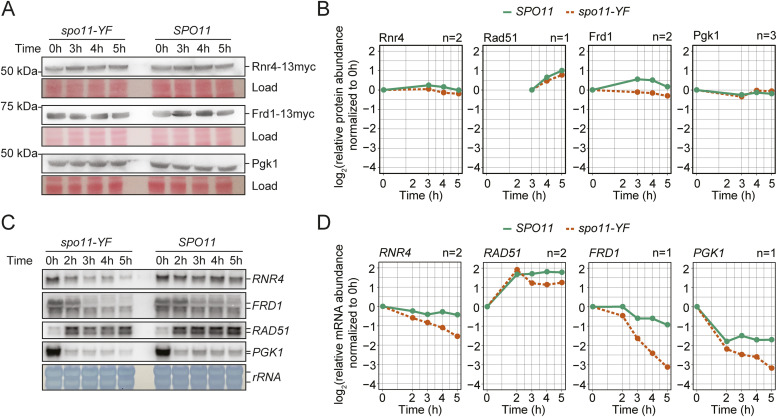
Activation of a transcriptional program in response to meiotic DNA breaks. **(A)** Western blot analysis of select transcriptionally induced genes. We used a 13xmyc tag to tag Rnr4 and Frd1, as antibodies for these genes were unavailable. Ponceau S staining of the membranes was the loading control. **(A, B)** Quantification of signals from Western blot analysis in (A) and additional replicate experiments. The plot shows the change of protein abundance compared with the 0-h time point for each sample group (*SPO11* or *spo11-YF*). **(C)** Northern blot analysis of select transcriptionally induced genes. *RNR4*, *FRD1*, and *PGK1* were induced at the RNA level >2-fold in *SPO11* cells compared with *spo11-YF* cells. *RAD51* was induced ∼1.6-fold. Loading was normalized according to RNA concentrations measured after RNA extraction. **(C, D)** Quantification of the Northern blots in (C) and additional replicate experiments. The plot shows the change of mRNA abundance compared with the 0-h time point for each sample group (*SPO11* or *spo11-YF*). For n = 2 panels, we used the average of two biological replicates. Data in this figure and Fig S11 were from four independent time courses involving three different sets of *SPO11* and *spo11-YF* strains.

### Meiotic entry associates with strong reduction in mRNA abundance

To further investigate these results, we used Northern blotting to analyze the transcript levels of several genes in a meiotic time course. We observed two competing effects on mRNA levels. All analyzed transcripts experienced a noticeable decrease in abundance as cells progressed into meiotic prophase (Figs 6C and D and S11A and B). mRNA abundance of vegetatively expressed transcripts, like *RNR4*, *FRD1*, and *PGK1*, remained low throughout the entire time course, and even transcripts that were initially induced upon meiotic entry, such as *RAD51* and *HOP1*, dropped in abundance once cells progressed further into meiotic prophase (Figs 6C and D and S11A and B). This decrease was observed regardless of sample normalization (Figs 6C and D and S11A and B) and was not a consequence of prophase arrest (Fig S11C) (Cheng et al, 2018). Nevertheless, transcript levels of the assayed genes were higher in *SPO11* cells compared with *spo11-YF* cells, confirming the induction of a transcriptional program in response to meiotic DNA breaks. However, this induction generally did not overcome the overall decrease in transcript abundance (Figs 6C and D and S11A and B). These data suggest that the decrease in transcript abundance following prophase entry dampens the effect of break-induced transcriptional changes sufficiently to cause only minor changes in protein levels.

**Figure S11.**
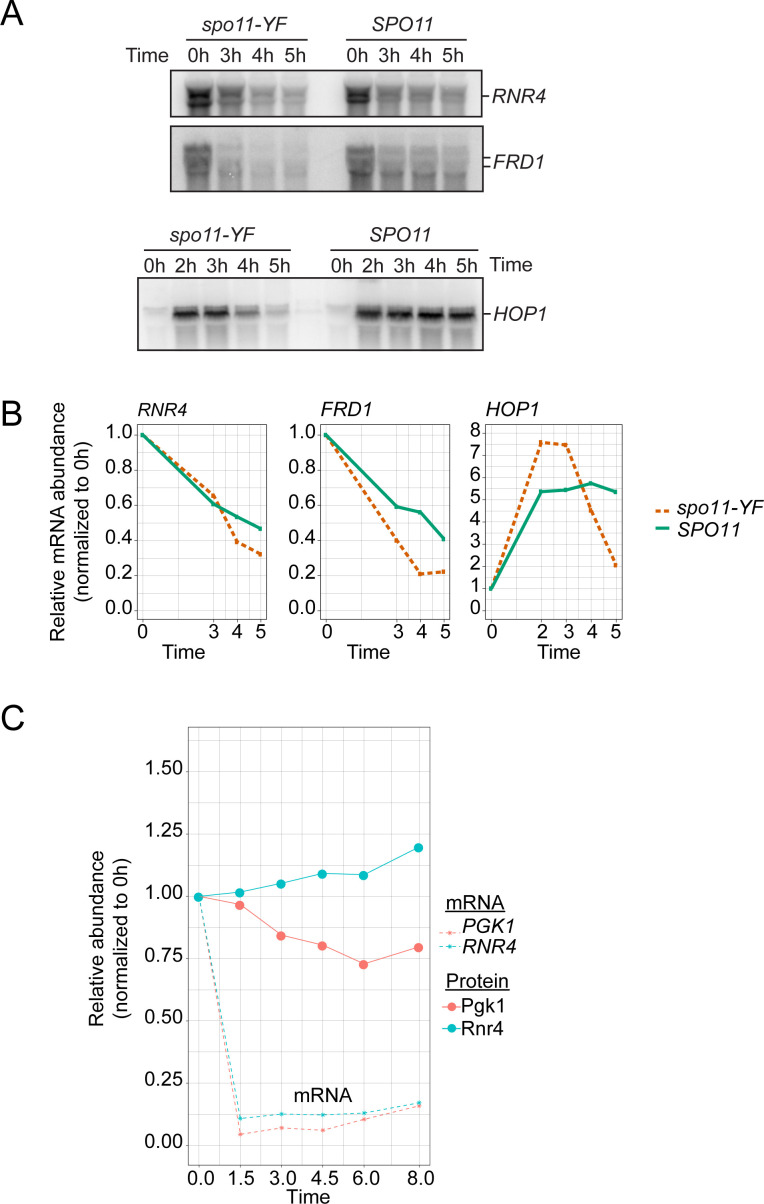
Dynamics of transcript levels during meiosis. **(A)** Northern blots for *RNR4*, *FRD1*, and *HOP1* in *SPO11* and *spo11-YF* cells. Loading is normalized based on number of cells (same culture volume is collected for all samples, OD_600_ = 1.9). **(B)** Quantification of the Northern blots in (B). Intensity values are normalized by dividing them to the value at 0 h. **(C)** Left panel; change in *RNR4* and *PGK1* transcript and protein levels throughout meiosis compared with 0 h in wild-type cells, same for *FRD1* on the right. *FRD1* is plotted separately from *PGK1* and *RNR4* due to the different scale of its y-axis. Data are from the Table S1 from Cheng et al (2018). We used the rpkm values from the indicated time points for plotting mRNA dynamics. For protein-level changes, we used average of the two replicates from “total norm” columns.

## Discussion

In this study, we combined three systems-level approaches, that is, transcriptomics, proteomics, and phosphoproteomics, to capture the breadth of the meiotic DNA break response in *S. cerevisiae*. Our analyses identified 332 DNA break–dependent phosphorylation events, substantially expanding our current knowledge of the meiotic DNA break response. The breadth of detection also highlights the power of using complementary data acquisition techniques (DDA and DIA) and different analyses of the mass spectra (fold enrichment, presence/absence) for obtaining a large and high-quality dataset. Notably, the two approaches, fold enrichment and presence/absence, yielded qualitatively distinct groups of phosphorylation events. Fold enrichment analysis recovered many phosphorylation events that are not specific to meiosis, such as Hta1/2 S129 (γ-H2A) and Cbf1 S45, but are induced by different forms of canonical DNA damage signaling (Cobb et al, 2005; Smolka et al, 2007). In comparison, presence/absence analysis recovered most of the known meiosis-specific phosphorylation events, including Zip1 S75, Hed1 T40, and Rad54 T132, which therefore appear to be regulated in an on/off-switch like manner in response to meiotic DNA breakage. Thus, the meiotic DNA break response elaborates on features of the canonical DNA damage response by adding a large number of targets that specifically respond to meiotic DNA breaks.

Our dataset complements and expands on a published phosphoproteomics analysis that compared strains with active or inactive Mek1 kinase (Suhandynata et al, 2016) by identifying targets of all DNA break–dependent kinases, and thus provides a comprehensive view of the phosphorylation events in response to DNA breaks. Importantly, our experimental setup blocked cells from exiting prophase and thus excluded cell-cycle-dependent changes in protein phosphorylation that occur once cells enter the meiotic divisions (Suhandynata et al, 2016). Our analyses therefore offer a snapshot of the immediate DNA break response before exit from meiotic prophase.

Surprisingly, we did not observe major proteome changes during meiotic DNA break formation. The observed concentrations of the >2,600 proteins (out of ∼5,650 protein-coding genes in the yeast genome) correlated strongly between break-competent and break-defective cultures across three biological replicates (r = 0.99), and log fold-changes were narrowly distributed around 0. Although this analysis likely missed some low abundance proteins that may well undergo biologically important changes in abundance, the observed protein concentrations covered >4 orders of magnitude and therefore comprise a representative snapshot of the proteome. Notably, protein levels were steady even for genes that showed clear DNA break–dependent increases in mRNA abundance. Based on further inspection of candidate genes by immunoblotting and Northern analyses, we suggest that this dichotomy between steady protein levels and substantial transcriptional changes may be explained by low protein turnover after meiotic entry, combined with a steep drop in mRNA abundance that effectively dampens the effects of any subsequent break-dependent increases in mRNA levels (Fig 7). As a consequence, a twofold induction of mRNA levels has only negligible effects on protein levels. The steady protein abundances during meiotic prophase are consistent with the finding that most proteins are long-lived and that concentrations drop primarily as a consequence of dilution due to cell division (Martin-Perez & Villén, 2017), which does not occur during meiotic prophase. Targeted proteolysis via the meiosis-specific APC/Ama1 ubiquitin ligase or other mechanisms are important for meiotic prophase progression in yeast and mice (Kwon et al, 2003; Okaz et al, 2012), but our data do not suggest widespread differences in protein turnover in response to break formation. We observed large DNA break–dependent protein abundance changes in only a few select proteins with specialized modes of regulation, including Sml1, whose proteolysis is triggered by phosphorylation and subsequent ubiquitination (Zhao & Rothstein, 2002) and Rad51, which is protected from degradation by phosphorylation (Woo et al, 2020).

**Figure 7.**
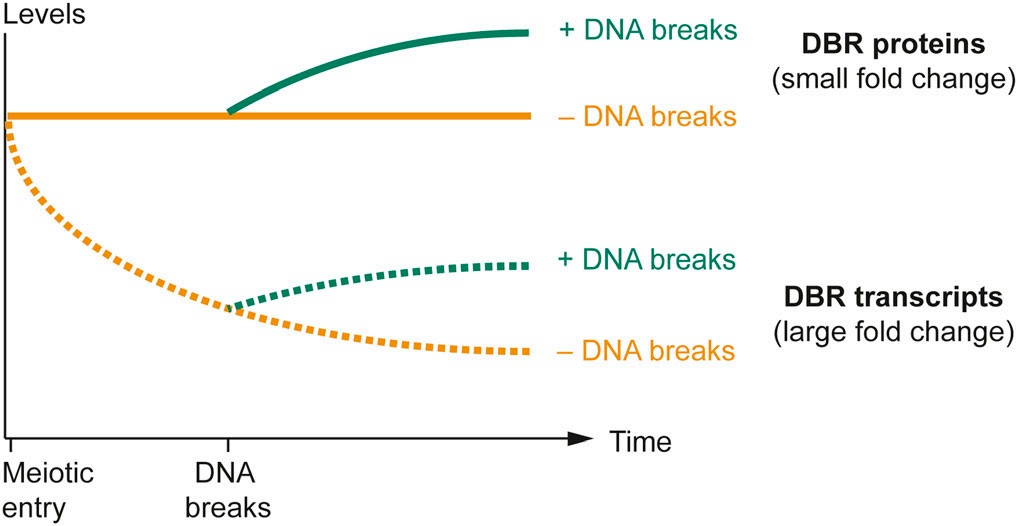
Model for dampened proteomic response to meiotic DNA breaks. mRNA levels of many DNA break response (DBR) factors are highest at the time of meiotic entry supporting DBR protein production. As cells progress into meiotic prophase, mRNA levels of DBR factors (and other factors) drop but proteins remain at levels similar to the time of meiotic entry. DNA break formation (which initiates around 2 h after meiotic entry in our strain background) then triggers a transcriptional up-regulation of DBR factors. However, because of the earlier reduction in mRNA levels, even >2-fold up-regulation has only minor effects on proteins levels.

The drop in transcript levels as cells enter the meiotic program may be related to the unique aspects of mRNA metabolism in meiotic prophase. For example, N6-Adenosine methylation of transcripts regulates both meiotic entry and meiotic commitment (Shah & Clancy, 1992; Agarwala et al, 2012; Bushkin et al, 2019). In addition, RNA stability is uncoupled from polyA-tail length during meiosis, likely through differential regulation of the RNA degradation protein Xrn1 (Wiener et al, 2021). Intriguingly, we observed DNA break dependent phosphorylation of Xrn1 on S1510, although the effect of this phosphorylation on Xrn1 activity remains to be determined.

Taken together, our results suggest extensive rewiring of the canonical DNA damage response in the context of meiotic DNA breaks to primarily use posttranslational signaling instead of major proteome changes. We speculate that this shift reflects the unique needs created by the programmed induction of nearly 200 DNA breaks. As protein modifications have the crucial potential to create spatially distinct and constrained signals that require comparatively little energy, they are uniquely suited to support the patterning of the meiotic recombination landscape and the creation of local or chromosome-wide dependencies in a shared nuclear environment, which is a key feature of meiotic recombination (Kar & Hochwagen, 2021).

## Materials and Methods

### Yeast strains and meiotic time courses

All strains used in this study were derived from the SK1 background. Table S3 lists the genotypes of these strains. Meiotic time courses were set up by growing cells at room temperature (25°C) in rich medium (YPD) for ∼24 h, followed by inoculation at a final OD_600_ of 0.3 in premeiotic BYTA medium (1% yeast extract, 2% bactotryptone, 1% potassium acetate, and 50 mM potassium phtalate) and growth for 16–17 h at 30°C. Cells were washed twice in sterile water and diluted to 1.9 OD_600_ in SPO medium (0.3% potassium acetate) and sporulated at 30°C. The time of resuspension in SPO was defined as the 0 h time point.

### Flow cytometry analysis

We collected 150 μl of meiotic culture at the indicated time points and fixed cells with 350 μl 100% ethanol. The samples were stored at 4°C until further analysis. To prepare cells for flow cytometry, cell pellets were resuspended in 500 μl 50 mM Na-Citrate and treated with 0.7 μl RNAse A (20–40 mg/ml stock; Sigma-Aldrich) at 50°C for at least 1 d. 5 μl Proteinase K (20 mg/ml; VWR) was added to the samples and incubated at 50°C for at least 1 d before addition of 500 μl of 50 mM Na-Citrate with 0.1 μl SYTOX green (5 mM solution in DMSO; Invitrogen). Before cytometry, samples were sonicated for ∼5 s at 10% amplitude. Signal was collected using a BD Accuri C6 Flow cytometer.

### Preparation of protein samples for mass spectrometry

We collected 50 ml meiotic culture at 5 h into meiosis, harvested cells at 4,000 rpm (Eppendorf Centrifuge 5810 R) for 3 min, and washed once with ice-cold sterile water at 4°C. Cell pellets were stored at −20°C until further processing. We used MS grade water in all the following steps and solutions. Proteins were extracted using an 8M urea lysis buffer (8M urea, 50 mM Tris–HCl, 75 mM NaCl, 1× Calbiochem protease inhibitor, 1 mM PMSF, 1× Thermo Fisher Scientific halt phosphatase, and protease inhibitor). 2× cell pellet volume of lysis buffer and 1× cell pellet volume of acid washed glass beads (Millipore Sigma) were added to 1.5 ml tubes, and samples were agitated with Digital Vortex Mixer (Thermo Fisher Scientific) at 4°C three times for 10 min separated by 2-min cooling intervals. The samples were centrifuged at 13,000 rpm (Eppendorf Centrifuge 5424) for 20 min and the supernatants were transferred to new 1.5-ml tubes. Protein concentrations were measured using a Quick Start Bradford Protein Assay (Bio-Rad) and 200 μg of protein was processed for preparation of WCE protein samples. Proteins were reduced in 5 mM DTT at 37°C for 30 min and alkylated in 15 mM iodoacetamide at room temperature (25°C) for 30 min in the dark. The alkylation was stopped by increasing the DTT concentration to 10 mM and incubating at room temperature for 15 min. Urea concentration was lowered by increasing the sample volume to 200 μl (sevenfold dilution) with 50 mM Tris–HCl pH 8 solution. We added 3 μg Trypsin Gold (Promega) to each sample for digestion and incubated samples at 37°C overnight (∼16 h) while shaking. Digestion was stopped by adding formic acid to a final concentration of 1%. Samples were dried under vacuum until all liquid was removed and resuspended in Buffer C (95% water, 5% acetonitrile, 0.1% formic acid). HyperSep tips (Thermo Fisher Scientific) were used for clean-up following the kits instructions. Elution peptides were dried under vacuum until completely dry, resuspended in 100 μl amount of Buffer C, and stored at −80°C. Peptide concentrations were determined using Pierce Quantitative Fluorometric Peptide Assay (Thermo Fisher Scientific).

### Preparation of phospho-peptide enriched samples

We reduced 2,000 μg of protein samples and alkylated as described above. For phospho-peptide samples, the volume was increased to 2,000 μl (sevenfold dilution) and 30 μg Trypsin Gold (Promega) was added to each sample. After the samples were cleaned-up, phosphorylated peptides were enriched using the High-Select TiO_2_ Phosphopeptide Enrichment Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### Mass spectrometry analysis for DDA data

Samples were analyzed using an EASY-nLC 1,000 (Thermo Fisher Scientific) coupled to a QEHF instrument (Thermo Fisher Scientific). Peptides were separated using a PepMap C18 column (Thermo Fisher Scientific) with 155-min gradient of Buffer A (0.1% Formic Acid) and Buffer B (80% Acetonitrile, 0.1% Formic Acid). Full MS spectra were collected in a scan range of 375–1,500 with resolution of 120,000. AGC target was set to 3 × 10^6^ and top 20 peptides were selected for further analysis with an isolation window of 1.5 m/z with a maximum injection time of 100 m/s. MS2 spectra were collected with a resolution of 30,000 and AGC target 2 × 10^5^ with an isolation window of 1.5 m/z and normalized collision energy of 27 in centroid mode.

### Mass spectrometry analysis for DIA data

For DIA runs, a full MS scan was collected with a resolution of 120,000 and AGC target of 3 × 10^6^ between 350 and 1,650 m/z. Each full MS scan was followed by 24 DIA windows with a resolution of 60,000 and AGC target of 1 × 10^6^. Maximum injection time was set to auto, and normalized collision energy was set to 27 in profile mode. The DIA windows are provided in Table S4.

Table S4 m/z windows used for data-independent acquisition.

### Data analysis of DDA data

Raw data were processed in MaxQuant (version 1.5.5.1) (Tyanova et al, 2016) using the proteome of *S. cerevisiae* strain S288C (downloaded from Uniprot on 8 August 2017) with default settings. For phospho-enriched samples, Phospho(STY) was selected as a variable modification. Data were further analyzed and graphed in custom made R scripts using packages tidyverse, ggplot2 and limma (Ritchie et al, 2015; Wickham, 2016; Wickham et al, 2019). Proteins from contamination and reverse search were filtered out. For protein-level data, LFQ intensities were first normalized to parts per million and log_2_ transformed. Log_2_ transformed values were tested for significance analysis using limma. For analysis of phospho-proteome changes, we used the Phospho(STY) file. Phosphorylation-level data were filtered out to only include phosphosites with 0.9 localization probability. Then the phosphorylation site intensities were normalized to parts per million and log_2_ transformed before significance analysis with limma.

### Data analysis of DIA data

DIA data were analyzed using Spectronaut (v 13.8.190930.43655) against a project-specific spectral library (phospho-DDA data). Perseus plug-in Peptide Collapse program was used to convert the Spectronaut (Biognosys) report file to intensity values at the peptide level (Bekker-Jensen et al, 2020). Peptide level intensity values were normalized to parts per million and log_2_ transformed before performing significance analysis using limma.

### GSEA and motif analysis

Gene set enrichment analysis was performed using R package clusterProfiler using the enrichGO function (Yu et al, 2012). Motif analysis was performed with sequences of three amino acids on N-and C-terminal sides around the phosphosites using rmotif-x with *P*-value cut-off of 0.05 (Wagih et al, 2016). Sequences of all phosphosites detected in our study were used as the background dataset.

### Preparation of mRNA-Seq samples

#### RNA extraction

We harvested 1.6 ml of meiotic culture at 4 h into meiosis and centrifuged samples at 3,000 rpm (Eppendorf Centrifuge 5424) for 5 min at 4°C. All supernatant was removed, and the pellet was resuspended with 1 ml of Tris–EDTA (10 mM Tris, pH 8, 1 mM EDTA) buffer. The samples were spun down again, and the supernatant was removed. The samples were stored at −80°C until further processing. RNA extraction was performed using the RNeasy Mini Kit (QIAGEN). 600 μl of RLT buffer with 1% (vol/vol) β-mercaptoethanol and ∼200 mg glass beads were added to the pellets. The samples were agitated for 20 min at 4°C and spun down at 14,000 rpm (Eppendorf Centrifuge 5424) for 2 min. Supernatant was transferred to a new microcentrifuge tube and mixed 1:1 with 70% ethanol. Samples were transferred to RNeasy columns and RNA extraction was completed following the kit’s instructions. We measured the RNA integrity using Agilent RNA ScreenTape and RNA concentration using Qubit RNA HS assay kit (Thermo Fisher Scientific). We used 1.2 μg total RNA for mRNA purification. mRNAs were purified using Sera-Mag oligo(dt) magnetic particles (Sigma-Aldrich). mRNAs were fragmented with Ambion mRNA fragmentation buffer and fragmented mRNAs were purified using RNeasy MinElute Kit (QIAGEN). Final elution volume was 9 μl.

#### First- and second-strand synthesis

First-strand synthesis was performed in a similar manner as described in Parkhomchuk et al (2009). For first-strand synthesis, 8 μl fragmented mRNAs were mixed with 1 μl of random hexamers (Invitrogen) and 1 μl of 10 mM dNTPs. The samples were incubated at 65°C for 5 min and chilled on ice for 1 min. We added 10 μl of a master mix with final concentrations of 1× RT Buffer (Thermo Fisher Scientific), 10 mM MgCl_2_, 20 mM DTT, 4 U/μl RnaseOUT (Thermo Fisher Scientific), and 20 U/μl of SuperScript III RT (Thermo Fisher Scientific) to the RNA samples. The samples were then first incubated at 25°C for 10 min, followed by a 50-min incubation at 50°C. The reaction was stopped by incubating samples at 75°C for 15 min. For dNTP cleanup, 80 μl water, 1 μl glycogen, 10 μl 3 M NaOAc (pH 5.2), and 200 μl cold ethanol were added to the samples. Samples were stored at −80°C for 3–7 d. Samples were centrifuged at 14,000 rpm (Eppendorf Centrifuge 5424) for 20 min at 4°C. Supernatant was removed and 500 μl of cold 75% ethanol was added to the samples. Samples were centrifuged again at 14,000 rpm (Eppendorf Centrifuge 5424) for 10 min at 4°C. Supernatant was removed and samples were resuspended in a mixture composed of 51 μl RNAse-free water, 1 μl of 10× RT buffer, 1 μl 100 mM DTT, 2 μl of 25 mM MgCl_2_. Second-strand synthesis was performed as described in Parkhomchuk et al (2009).

#### Library preparation

Library preparation was performed using TruSeq Library prep kit v1, but the adapters were used at 1:20 and 1U of UNG enzyme (Thermo Fisher Scientific) was added before PCR amplification to digest uridine containing templates to produce directional libraries. For uridine digestion, the samples were incubated at 37°C for 15 min and the reaction was terminated by incubation at 98°C for 10 min. Amplified DNA was run on a 1.5% agarose gel and DNA between 250 bp and 600 bp was extracted using a QIAGEN Gel Extraction kit with a MiniElute column. DNA concentrations were measured using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific) and KAPA library quantification kit (Roche). DNA sizes were checked with Agilent High Sensitivity D1000 ScreenTape. 75-bp pair-ended sequencing was performed on a NextSeq 500 instrument.

### Analysis of RNA-Seq samples

RNA-Seq reads were mapped to the SK1 genome using the nf-core RNA-Seq pipeline (Yue et al, 2017; Ewels et al, 2020; Patel et al, 2021). We used the salmon.merged.gene_counts.rds file from salmon output for further analysis. Combat-Seq was used for batch correction and DeSeq2 was used for principal components analysis and for differential gene expression analysis (Love et al, 2014; Zhang et al, 2020).

### Immunoblotting

For immunoblotting, 5 ml samples were collected at the indicated time points. The samples were spun down at 2,500 rpm (Eppendorf Centrifuge 5810 R) for 2.5 min, and pellets were resuspended in 5% TCA. The samples were kept on ice for at least 10 min after resuspension. The samples were washed with 500 μl 1 M Tris and resuspended in 80 μl of TE+DTT (0.8XTE, 200 mM DTT) buffer. After the addition of 30 μl 5× SDS buffer (190 mM Tris-acetate, 6% β-mercaptoethanol, 30% glycerol, 20% SDS, and 0.05% bromophenol blue), the samples were incubated at 100°C for 5 min and stored at −80°C immediately. Proteins were run in hand-cast 10% 29:1 (acrylamide: bis-acrylamide) gels for Hrr25 blots and hand-cast 8% 29:1 (acrylamide: bis-acrylamide) gels for Rad53 blots. 4–20% gradient gels (Bio-Rad) were used for Sml1 blots and 4–15% gradient gels (Bio-Rad) were used for Frd1-13myc, Rnr4-13myc, and Rad51 blots. For immunoblotting experiments with linear range lanes, proteins were run using an Owl vertical electrophoresis system (model P10DS) with hand-cast 10% acrylamide:Bis (37.5:1) gels. Transfer was performed with Owl semi-dry transfer system. All blots were blocked with 5% milk. Primary antibodies were used at the following concentrations: Hrr25 ph-S438 (rabbit, 1:1,000), Rad53 (goat, yc-19 Santa Cruz) at 1:500, Sml1(rabbit, AgriSera) at 1:1,000, and β-actin (rabbit, CST) at 1:1,000, Myc-tag at 1:1,000 (rabbit, CST). Anti-rabbit secondary antibody (Kindle Biosciences) was used at 1:2,000, anti-goat secondary antibody (Kindle Biosciences) was used at 1:1,000. The blots were visualized using KwikQuant Imager (Kindle Biosciences). The phospho-specific Hrr25 ph-S438 antibody was raised by Covance against the synthetic target peptide Ac-QQRD(pS)QEQQC-amide.

### Northern blotting

For Northern blotting, 6 ml samples were collected at the indicated time points, spun down at 2,500 rpm (Eppendorf Centrifuge 5810 R) for 2.5 min and stored in 2 ml microcentrifuge tubes at −80°C immediately. Pellets were overlaid with 350 μl acid phenol chloroform pH4.5 (Thermo Fisher Scientific). After addition of 100 mg glass beads and 350 μl RNA buffer 1 (300 mM NaCl, 10 mM Tris–HCl, pH 6.8, 1 mM EDTA, and 0.2% SDS) samples were agitated at 4°C for 10 min in a Disruptor Genie (Scientific Instruments). Phases were separated by centrifuging 10 min at 14,000 rpm (Eppendorf Centrifuge 5424) at 4°C and 300 μl of the aqueous phase were precipitated in 1 ml cold 100% ethanol at 4°C for 10 min. RNA was collected by centrifuging for 5 min at 14,000 rpm (Eppendorf Centrifuge 5424) at 4°C and pellets were resuspended in RNA buffer 2 (10 mM Tris–HCl, pH 6.8, 1 mM EDTA, and 0.2% SDS) at 65°C for 20 min before storing at at −20°C. RNA concentration was determined using a NanoDrop instrument. Samples were denatured for 10 min at 65°C in denaturation mix (40 mM MOPS, pH 7.0, 50% formamide, and 6.5% formaldehyde) and separated in a 1.1% agarose gel containing 6.2% formaldehyde and 40 mM MOPS, pH 7.0. RNA was blotted onto a HybondN+ membrane using neutral transfer in 10× SSC and UV cross-linked. Radioactive probes were synthesized from gel-purified templates using a Prime-it RmT Random Labeling Kit (Agilent) and α-^32^P-dCTP (Perkin Elmer). Templates were produced by PCR using the following primers (*RNR4*: F 5′-CAG CCG TAG ATT CGT GAT GTT CCC-3′, R 5′-GCG GAC TTA GAC ATG TCA CTG GCC-3′; *FRD1*: F 5′-GGT TTG GCC GGG CTG GCT GC-3′, R 5′-GCA TAA TTG GGC GAC AGT GAT TGG-3′; *RAD51*: F 5′-CAG CTT CAG TAC GGG AAC GGT TCG-3′, R 5′-GCC ATA CCA CCA TCA ACT TGG GCG-3′; *HOP1*: F 5′-CCC AAT CCC TGG AAC CTT TAC CCC-3′, R 5′-GCT CCT GTA GGG TTG ACG ACG GAG-3′; *PGK1*: F 5′-TGA CTT CAA CGT CCC ATT GGA CGG-3′, R 5′-AAC ACC TGG ACC GT CCA GAC-3′). Signals were measured using a Typhoon FLA9000 instrument.

## Data Availability

All mass spectrometry data are deposited at the PRIDE database PXD031779 and PXD031781 (Perez-Riverol et al, 2022). RNA-seq data are deposited at the GEO database GSE197022.

## Supplementary Material

Reviewer comments

# Supplementary material for: Meiotic DNA breaks activate a streamlined phospho-signaling response that largely avoids protein-level changes
**Source:** Life Sci Alliance. 2022 Sep 1;5(10):e202201454. doi: 10.26508/lsa.202201454
**Supplement:** Supplementary file 1

**Supplemental Table 1: DNA break-dependent phosphorylation events**

# Supplementary material for: Meiotic DNA breaks activate a streamlined phospho-signaling response that largely avoids protein-level changes
**Source:** Life Sci Alliance. 2022 Sep 1;5(10):e202201454. doi: 10.26508/lsa.202201454
**Supplement:** Supplementary file 2

**Supplemental Table 2: Phosphosites enriched in *spo11-YF***

# Supplementary material for: Meiotic DNA breaks activate a streamlined phospho-signaling response that largely avoids protein-level changes
**Source:** Life Sci Alliance. 2022 Sep 1;5(10):e202201454. doi: 10.26508/lsa.202201454
**Supplement:** Supplementary file 3

**Supplemental Table 3: Genotypes of the strains used in this study**

| **Strain** | **Genotype** |
| --- | --- |
| H10355 | *MATa, ho::LYS2, lys2, HIS, URA, spo11-Y135F-HA-URA3, pph3Δ::LEU2, ndt80Δ::TRP1 MATalpha, ho::LYS2, lys2, HIS, URA , TRP1, spo11-Y135F-HA-URA3, pph3Δ::LEU2, ndt80Δ::TRP1* |
| H10423 | *MATalpha, ho::LYS2, lys2, HIS, URA, LEU2, pph3Δ::LEU2, ndt80Δ::TRP1 MATa, ho::LYS2, lys2, HIS, URA, LEU, ndt80Δ::TRP1, pph3Δ::LEU2* |
| H11604 | *MATa, ho::LYS2, lys2, ura3, leu2::hisG, HIS, trp1::hisG, spo11-Y135F-HA-URA3, pph3Δ::LEU2, ndt80Δ::TRP1, FRD1-13myc::HIS3MX6 MATalpha, ho::LYS2, lys2, ura3, leu2::hisG, HIS?, trp1::hisG, spo11-Y135F-HA-URA3, pph3Δ::LEU2, ndt80Δ::TRP1, FRD1-13myc::HIS3MX6* |
| H11605 | *MATa, ho::LYS2, lys2, ura3, leu2::hisG, HIS, trp1::hisG, spo11-Y135F-HA-URA3, pph3Δ::LEU2, ndt80Δ::TRP1, FRD1-13myc::HIS3MX6 MATalpha, ho::LYS2, lys2, ura3, leu2::hisG, HIS, trp1::hisG, pph3Δ::LEU2, ndt80Δ::TRP1, FRD1-13myc::HIS3MX6.* |
| H11641 | *MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG,  DBP2-13myc::HIS3MX6, pph3Δ::LEU2, ndt80Δ::TRP1, spo11-Y135F-HA-URA3 MATalpha, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG,  DBP2-13myc::HIS3MX6, pph3Δ::LEU2, ndt80Δ::TRP1* |
| H11642 | *MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG,  DBP2-13myc::HIS3MX6, pph3Δ::LEU2, ndt80Δ::TRP1, spo11-Y135F-HA-URA3 MATalpha, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, his4X, trp1::hisG,  DBP2-13myc::HIS3MX6, pph3Δ::LEU2, ndt80Δ::TRP1, spo11-Y135F-HA-URA3* |
| H11746 | *MATalpha, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, pph3Δ::LEU2, spo11-Y135F-HA-URA3, ndt80Δ::TRP1, RNR4-13myc::HIS3MX6 MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, pph3Δ::LEU2, spo11-Y135F-HA-URA3, ndt80Δ::TRP1, RNR4-13myc::HIS3MX6* |
| H11747 | *MATalpha, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, pph3Δ::LEU2,ndt80Δ::TRP1, RNR4-13myc::HIS3MX6 MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, pph3Δ::LEU2, spo11-Y135F-HA-URA3, ndt80Δ::TRP1, RNR4-13myc::HIS3MX6* |
| H119 | *MATa, ho::LYS2, lys2, ura3, leu2::hisG,  MATalpha, ho::LYS2, lys2, ura3, leu2::hisG,  his4B::LEU2, arg4-Bgl II his4X::LEU2 (Bam)-URA3, arg4-Nsp* |
| H10963 | *MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG, hrr25-2a MATalpha, ho::LYS2, lys2, URA3, LEU2, his3::hisG, trp1::hisG, hrr25-2a* (*2a: Serine438Alanine,Threonine453Alanine*) |
| H11031 | *MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG leu2::pURA3-TetR-GFP::LEU2, HRR25-13MYC::HIS3MX6 MATalpha, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG leu2::pURA3-TetR-GFP::LEU2, ura3::TETOx224::URA3, HRR25-13MYC::HIS3MX6* |
| H7797 | *MATa, ho::LYS2, lys2, ura3, leu2::hisG, his3::hisG, trp1::hisG MATalpha, ho::LYS2, lys2, URA3, LEU2, HIS3, TRP1* |
| H11368 | *MATa, ho::LYS2, ura3, leu2::hisG, his3::hisG, trp1::hisG,  MATalpha, ho::LYS2, lys2, leu2::hisG, HIS, URA3, TRP1,  pph3Δ::LEU2 pph3Δ::LEU2* |
| H11505 | *MATa, ho::LYS2, lys2, URA3, LEU2, his3::hisG, trp1::hisG MATalpha, ho::LYS2, lys2, ura3, leu2::hisG, HIS3, TRP1 pCLB2-DBP2::KanMX6 pCLB2-DBP2::KanMX6* |
| H11506 | *MATa, ho::LYS2, lys2, leu2::hisG, HIS3, TRP1, ura3,  MATalpha, ho::LYS2, lys2, leu2::hisG, his3::hisG, trp1::hisG, URA3,  pph3Δ::LEU2, pCLB2-DBP2::KanMX6 pph3Δ::LEU2, pCLB2-DBP2::KanMX6* |

# Supplementary material for: Meiotic DNA breaks activate a streamlined phospho-signaling response that largely avoids protein-level changes
**Source:** Life Sci Alliance. 2022 Sep 1;5(10):e202201454. doi: 10.26508/lsa.202201454
**Supplement:** Supplementary file 4

**Supplemental Table 4: m/z windows used for DIA**

| **Start** | **End** | **Width** |
| --- | --- | --- |
| 350 | 385 | 35 |
| 384 | 412 | 28 |
| 411 | 434 | 23 |
| 613 | 636 | 23 |
| 454 | 474 | 20 |
| 493 | 513 | 20 |
| 552 | 572 | 20 |
| 473 | 494 | 21 |
| 512 | 533 | 21 |
| 532 | 553 | 21 |
| 433 | 455 | 22 |
| 571 | 593 | 22 |
| 592 | 614 | 22 |
| 635 | 659 | 24 |
| 658 | 683 | 25 |
| 682 | 709 | 27 |
| 708 | 738 | 30 |
| 737 | 771 | 34 |
| 770 | 808 | 38 |
| 807 | 848 | 41 |
| 847 | 899 | 52 |
| 898 | 966 | 68 |
| 965 | 1,068 | 103 |
| 1,067 | 1,650 | 583 |

How the deposited data were processed for this re-analysis (not part of the article)

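mRNA of 3 *SPO11* and 3 *spo11-YF* cultures at 4 h into meiosis was compared. The conditions and replicates came from the sample labels and Table S3, and the time from the paper's methods. The authors mapped the reads to the SK1 genome with the nf-core pipeline, counted them with salmon, adjusted the counts with ComBat-Seq and tested each gene with DESeq2. The paper's text names neither the batches given to ComBat-Seq nor the design formula of the DESeq2 comparison. What is used here is the authors' deposited table of that comparison, 1 row per gene and no value per library. Its signal column is the authors' mean of the normalized counts over all libraries. Its log2 fold change, *SPO11* over *spo11-YF*, and the standard error of that value are those the authors fitted on the log2 scale. Its score column is the authors' Wald statistic, which was checked to equal the log2 fold change over its standard error. Its p-value columns hold the authors' two-sided p-value and the Benjamini-Hochberg adjusted p-value. A batch adjustment before the test removes variation between batches from the counts, which can make the authors' standard errors smaller than the spread between cultures; its size cannot be computed without values per library.

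The table has 5297 rows, and the adjusted p-values have the values given by 5386 tests, which is the number of genes the paper states. The 89 tests without a row are not analysed here. At the 373 called genes, the ranks implied by the adjusted p-values run ahead of the rows by 7. Because the files hold no counts, the tests planned for counts were replaced, as laid down for that case before the data were examined, by tests on the authors' statistics. The 95% confidence intervals were computed from the log2 fold changes and standard errors with the normal distribution, and the mean of each strain was worked out from the mean of all libraries and the fold change, with 3 libraries per strain. A rise above 2-fold was tested one-sided on the same standard errors with Benjamini-Hochberg adjustment. A fold change against a strain mean under 3 normalized counts was also set against 3 counts, which applied to 1 gene; as the strain means come from the fit, this ratio has an error of its own.

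The genes named include those the paper names in its mRNA, Northern and immunoblot results, the engineered loci, and the 10 largest rises and 5 largest falls at an adjusted p under 0.01. They also include members of 5 gene lists written before the data were examined (DNA damage response, glycolysis, early meiotic, Ndt80-dependent mid-meiotic and cytosolic ribosomal proteins). Further genes named are *XRN1*, whose phosphorylation the paper reports, *NPR3* and *AIM17* beside *SPO11*, and *LEU9* and *ILV5* of leucine and branched-chain synthesis. *NPR3* and the leucine and branched-chain genes were chosen after the values were seen. For each list, the median log2 fold change was placed among 10000 random lists of the same size matched on mean expression in 10 bins, and the number of called members was compared with the other genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 5 lists. The same was done for the proteins of Table S1 and Table S2. Gene length, GC content, neighbouring genes and stretches of 31 shared bases were taken from the S288C assembly R64, to which 5276 of the 5297 rows matched by systematic name. As the authors used the SK1 genome, no coordinates are given. For 1 gene the result is not reported here.

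On simulated values for the 5297 genes, drawn with the standard errors of the authors' deposited table and with 200 genes changed by 2-fold, 85.0% of the changed genes were recovered, 1.16% of the calls fell on unchanged genes, and 4.50% of 200 random lists of unchanged genes lay outside the middle 95%. The simulated genes were independent and were tested with the same standard errors that drew them. These shares therefore cannot show whether the authors' standard errors are too small. Nor do they calibrate the percentiles of lists whose genes vary together. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The alternatives were other thresholds and adjustments, the genes above the median mean expression, other matching of the random lists, other choices of list members, and centring or scaling of the log2 fold changes.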

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

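The tests of a common shift, of a length trend and of the ribosomal protein calls at an adjusted p under 0.05 were chosen after the results were seen, and the other tests in this part were set before their values were computed. The random lists describe these libraries, because genes are not independent replicates.

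Glycolysis genes, of which the paper discusses *PGK1*, were higher in *SPO11* cells than in the *spo11-YF* control. Without *PGK1*, their median log2 fold change was 1.04. In the authors' deposited table, 13 of the 18 listed genes were called higher and none lower (Fisher's exact test, two-sided, p = 5.31e-12, adjusted p = 2.66e-11 over the 5 lists), and 16 passed when adjusted over the list alone. *GLK1* was the 1 gene with a negative value, -0.15 in the authors' deposited table. The median of the whole list, 1.10, lay at percentile 100 of random lists matched on mean expression, at percentile 100 of lists matched on gene length and at percentile 100 of lists matched on GC content. A common shift by the authors' normalization moves all genes alike, but the list's median lay 1.08 above the median of all genes. Reads shared between paralogs such as the *TDH* and *ENO* genes are argued against as the cause by the 10 members with no stretch of 31 bases in common with another gene, whose median was 1.03, also at percentile 100. A response to breaks stays open, and so do a larger share of cells outside meiosis and a difference between the cultures in how fast vegetative transcripts were lost after meiotic entry, which the paper describes for *PGK1* by Northern blotting. With 1 time point these were not separated.

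Ribosomal protein genes, which the paper does not discuss, were higher as a group in *SPO11* cells than in the control, with a median log2 fold change of 0.36 at percentile 100 of random lists matched on mean expression. Of the 103 listed genes with a row, 100 had a positive value, but only 8 were called higher in the authors' deposited table and none lower, a share close to that of the other genes at this threshold (Fisher's exact test, two-sided, p = 0.698, adjusted p = 0.698). At an adjusted p under 0.05 in the authors' deposited table, 20 of the 103 genes were called, 19.4% against 11.7% of the other genes (Fisher's exact test, two-sided, p = 0.0296, adjusted p = 0.0369 over the 5 lists), and 50 of the 103 had an unadjusted p under 0.05, against 1224 of all 5297 genes. The share of called genes therefore depended on the threshold. Only 103 of the 137 listed genes had a row, so no check of length, GC content or shared bases was made for this list, although many of these genes have near-identical copies. No biological explanation was tested.

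With the genes split by length into 10 bins, the longest bin, from 2853 bases upwards in S288C, held 72 genes called higher and 7 called lower in the authors' deposited table, where no other bin held more than 30 called higher. The paper does not analyse gene length. Random lists matched on mean expression held 35 to 57 higher genes in their middle 95%, and 72 lay at percentile 100; against lists matched on GC content, whose middle 95% was 14 to 30, it also lay at percentile 100. A gradual length bias is argued against by the other 9 bins, where the log2 fold change did not rise with length (Spearman correlation across genes -0.11) and the bin next to the longest held 16 genes called higher and 22 called lower. The median log2 fold change of the longest bin was only 0.09. A bias limited to the longest transcripts, such as a difference in RNA integrity between the cultures, stays open, since its test needs read positions, which are not used here; a biological difference was not tested.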

How the results depend on the processing

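No paired analysis was possible because the authors' deposited table holds 1 comparison over all libraries and no value per library. For the same reason the alternatives planned for counts or normalized values were not run (other count models and normalizations, count filters, batch correction, leaving out each replicate, pseudocounts and rotation tests of gene sets), and other splits of the 6 libraries could not be refitted.

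The count of called genes depended on the threshold. It was 373 at an adjusted p under 0.01, 630 (439 higher, 191 lower) under 0.05, 821 (546 higher, 275 lower) under 0.1, and 128 (110 higher, 18 lower) with a Bonferroni adjustment over the listed genes. These follow from the construction of the alternatives. Recomputing the p-values or the Benjamini-Hochberg adjustment gave 373 genes in both cases. The number of genes called above 2-fold was 42. It was 7 when the rise above 2-fold was itself tested. It was 18 when only genes above the median mean expression were tested, because the genes below that median drop out. In that setting the count of all called genes fell only from 373 to 342. The 42 genes had a median mean normalized count of 177.4, below the 218.5 of all genes.

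The share of higher genes among the calls was 76.9%. It stayed at 69.7% under an adjusted p of 0.05 and at 72.8% after centring on the median of all genes. After scaling to equal totals of the strains, chosen after seeing the data, it was 57.2%, with 207 genes higher and 155 lower. That scaling moves every log2 fold change by 0.058. The excess of higher over lower calls therefore depends in size on the normalization.

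The glycolysis, ribosomal protein and early meiotic lists stayed beyond the middle 95% of random lists under all 4 alternatives for the list tests. Their percentiles were 100, 100 and 0 in every setting, the ends of the scale, so a change in strength would not show. As the paper does not discuss ribosomal protein genes, leaving out the genes it names is no real alternative for that list. The DNA damage response list fell from percentile 99.97 to 84.5 without the genes the paper names. Which of these genes lowered it was not tested. Some of them, such as *RNR2*, *RNR3* and *RNR4*, are named by the paper for their rise, so leaving them out favours a lower percentile. The mid-meiotic list, at percentile 3.54 with a median of -0.07, stayed inside the middle 95%.

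The odds ratio for Table S1 genes among the higher calls was 2.07, and 1.54 against the genes above the median mean expression, where it was no longer past the threshold. For Table S2 genes, the odds ratio was 0.58, and it turned to 1.46 for proteins found by fold enrichment only; neither differed from 1, and the cause was not tested. Among single genes, *SML1* changed sign from 0.05 to -0.0032 under equal totals, with no call in either case. That scaling moves every value by 0.058, so the change of sign follows from its construction. Over the 57 alternatives for single genes and for counts of called list members, that of *SML1* included, 48 left the direction and the call as they were, 3 were weaker, 2 stronger, 3 moved and 1 reversed. The 2 stronger ones, *HOP1* and *RAD53*, and the reversed one, *SML1*, all came from the common shift under equal totals.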

Differences from the paper's values

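None of the counts of genes compared here with those the paper states for the mRNA-seq comparison differed from the values here by more than 1.5 times. The counts of called genes were taken from the authors' deposited table at the paper's own thresholds. Their match was therefore fixed in advance and is no independent check. The paper states that the transcripts it assayed by Northern blotting, *HOP1* among them, were higher in *SPO11* cells. In the mRNA-seq comparison at 4 h, *HOP1* was lower in *SPO11* cells, with a log2 fold change of -0.27 (standard error 0.087, adjusted p = 0.0191) in the authors' deposited table and a computed 95% confidence interval from -0.45 to -0.10, which did not pass the threshold of 0.01. After scaling to equal totals of the strains, chosen after seeing the values, it was -0.33 and passed. The blots were normalized to the 0-h sample, and the mRNA-seq values to the other transcripts of the same cultures, so the pair of measurements is not on one scale.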

Other observations

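Tests of the early meiotic list against one common factor, of *LEU2* and of *NPR3* were chosen after the values were seen. The test near chromosome ends was set before its value was computed, but after the largest falls, some of them in genes near chromosome ends, had been seen.

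Early meiotic genes were lower in *SPO11* cells. Of 33 listed genes with a row, 31 had negative log2 fold changes, 8 were called lower in the authors' deposited table and none higher (Fisher's exact test, two-sided, p = 0.00163, adjusted p = 0.00272 over the 5 lists), and 17 passed when adjusted over the list alone. The called genes include *REC102* (-0.64), *SPO13* (-0.51), *RED1* (-0.47) and *ZIP1* (-0.40) in the authors' deposited table, against -0.24 for *REC8*, -0.16 for *IME1* and 0.17 for *MEK1*. The median, -0.32, lay at percentile 0 of random lists matched on mean expression, and at percentile 0 of those matched on gene length and of those matched on GC content. It lay -0.33 from the median of all genes, so a common shift by the normalization is argued against, and without *SPO11*, whose gene is engineered in the control, it also lay at percentile 0. A larger share of cells outside meiosis in the *SPO11* cultures would lower these transcripts by one common factor only if such cells lacked all of them alike, which was not measured. For the 32 genes without *SPO11*, the falls differed from gene to gene by more than the authors' standard errors (heterogeneity p = 2.62e-07, around a common value of -0.26), but with standard errors 1.40 times as large this p would be 0.05, and the spread between cultures is not known. A larger share of cells outside meiosis and a difference in the timing of meiotic prophase between the cultures both stay open, because 1 time point was sequenced and no value per culture is given. The Ndt80-dependent mid-meiotic genes, which need the deleted *NDT80*, had no called gene, and 5 of 37 had an unadjusted p under 0.05.

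Transcripts of proteins whose levels the paper found changed went different ways. *DBP2* rose by 0.65 in the authors' deposited table (adjusted p = 5.82e-04), but under the Bonferroni adjustment it was not called (adjusted p = 0.111 from the authors' p-value). *SML1*, whose protein falls, had 0.05 in the authors' deposited table, with a computed 95% confidence interval from -0.17 to 0.28. *LEU2* was lower in *SPO11* cells, at -0.87 (standard error 0.20, adjusted p = 3.67e-04) in the authors' deposited table, although the paper gives these cells more copies of *LEU2* and more Leu2 protein; under the Bonferroni adjustment it was not called either (adjusted p = 0.0631 from the authors' p-value). The copy number in Table S3 predicts a rise, and the value of -0.87 argues against it as the main influence on the transcript. Exchanged strain labels would also turn *URA3*, which at -1.15 has the sign its copies predict, and *RNR3*, which rose by 2.94 in the authors' deposited table. For 7 other genes of leucine and branched-chain synthesis, log2 fold changes ran from -0.16 (*LEU9*) to 0.54 (*ILV5*) in the authors' deposited table. The computed 95% confidence intervals of 7 of the 7 lay above that of *LEU2*, which ended at -0.48, so a fall of the pathway as large as that of *LEU2* is argued against. At an adjusted p under 0.01, 0 of the 7 were called, and 2 had an unadjusted p under 0.05, both higher. These genes were chosen after the values were seen. Whether the cassettes at *PPH3* give reads counted as *LEU2* was not tested.

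*SPO11* itself was lower in *SPO11* cells, with -0.69 (adjusted p = 3.51e-05) in the authors' deposited table, and so was the gene next to it, *NPR3*, with -0.65 (adjusted p = 3.97e-05), a gene singled out after its value was seen. If the HA-URA3 cassette in *spo11-YF* acted on both adjacent genes, *AIM17* on the other side would move too, but it had 0.10 with no call, so 1 of the 2 adjacent genes was called. The genes beside *PPH3*, *NDT80* and *HO* say nothing about such an effect, because both strains carry the markers there and a shared effect cancels (0 of 5 had an adjusted p under 0.01, and 1 an unadjusted p under 0.05). A cassette effect on 1 side, reaching *SPO11* and *NPR3*, stays open as a hypothesis. The value of *AIM17* cannot weigh against it, because such an effect would leave *AIM17* unchanged. The fall of *NPR3* can therefore not be read as a response to breaks from these values.

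The 150 listed genes among the 10 outermost of each chromosome arm in S288C had a median log2 fold change of -0.07, at percentile 0 of random lists matched on mean expression, whose middle 95% ran from -0.02 to 0.07. A candidate explanation is lower transcription near chromosome ends when breaks form, but 6 of these genes were called higher and 8 lower, these genes have many near-identical copies, and the gene order was taken from S288C and not from SK1, so the percentile of 0 remains a hypothesis to check.

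Of the 226 proteins with a break-dependent phosphosite in Table S1, 225 had a row, and 23 of their genes were called higher in the authors' deposited table, 10.2% against 5.21% of the other genes (Fisher's exact test, two-sided, p = 0.00361, adjusted p = 0.0144 over 4 tests). Random lists matched on mean expression held 11 to 26 such genes in their middle 95%, with a median of 18, and 23 lay at percentile 88.5. An excess beyond what the expression of these genes gives was therefore not resolved. Matching on gene length alone left it at percentile 98.7, so gene length did not account for the overlap. For the 62 Table S2 genes with a row, 2 were called higher and none lower (p = 0.774 and p = 0.627, Fisher's exact test, two-sided, adjusted p = 0.774 for both).

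Among the regulators the paper follows, *XRN1* rose by 0.57 (adjusted p = 1.50e-06) in the authors' deposited table, and *HRR25* had -0.19 (adjusted p = 0.147). The position of the Xrn1 phosphosite given in the paper places *XRN1* in the bin of the longest genes, from 2853 bases upwards. For that bin a bias limited to the longest transcripts stays open, and so it does for the rise of *XRN1*.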
